# Norrin/Frizzled4 signalling in the preneoplastic niche blocks medulloblastoma initiation

**DOI:** 10.7554/eLife.16764

**Published:** 2016-11-08

**Authors:** Erin A Bassett, Nicholas Tokarew, Ema A Allemano, Chantal Mazerolle, Katy Morin, Alan J Mears, Brian McNeill, Randy Ringuette, Charles Campbell, Sheila Smiley, Neno T Pokrajac, Adrian M Dubuc, Vijay Ramaswamy, Paul A Northcott, Marc Remke, Philippe P Monnier, David Potter, Kim Paes, Laura L Kirkpatrick, Kenneth J Coker, Dennis S Rice, Carol Perez-Iratxeta, Michael D Taylor, Valerie A Wallace

**Keywords:** Medulloblastoma, Patched, Hedgehog, Norrin, Frizzled4, stroma, Human, Mouse

## Abstract

The tumor microenvironment is a critical modulator of carcinogenesis; however, in many tumor types, the influence of the stroma during preneoplastic stages is unknown. Here we explored the relationship between pre-tumor cells and their surrounding stroma in malignant progression of the cerebellar tumor medulloblastoma (MB). We show that activation of the vascular regulatory signalling axis mediated by Norrin (an atypical Wnt)/Frizzled4 (Fzd4) inhibits MB initiation in the *Ptch^+/−^* mouse model. Loss of Norrin/Fzd4-mediated signalling in endothelial cells, either genetically or by short-term blockade, increases the frequency of pre-tumor lesions and creates a tumor-permissive microenvironment at the earliest, preneoplastic stages of MB. This pro-tumor stroma, characterized by angiogenic remodelling, is associated with an accelerated transition from preneoplasia to malignancy. These data expose a stromal component that regulates the earliest stages of tumorigenesis in the cerebellum, and a novel role for the Norrin/Fzd4 axis as an endogenous anti-tumor signal in the preneoplastic niche.

**DOI:** http://dx.doi.org/10.7554/eLife.16764.001

## Introduction

The tumor microenvironment is comprised of many stromal cell types, including the vasculature, which is well known to promote the growth and propagation of established tumors (Calabrese et al., 2007; Hambardzumyan et al., 2008; Hanahan and Coussens, 2012). It has also become increasingly clear that construction of a tumor-permissive stroma is a dynamic process influencing all stages of malignant progression, through the ongoing extracellular matrix (ECM) remodelling and recruitment or activation of angiogenic vascular cells, fibroblasts and immune cells (Hanahan and Coussens, 2012; Hanahan and Weinberg, 2011). While there is mounting evidence that a permissive niche is required during the earliest steps of tumor initiation, studying this early crosstalk requires adequate multistage models of carcinogenesis (Barcellos-Hoff et al., 2013). Medulloblastoma (MB), the most common malignant brain tumor in children, has become a paradigm for the study of pediatric tumors and primary brain tumors; however little is known about tumor/stromal communication in the early stages of MB. It is challenging to model these early events with human tumor biopsies or MB cell lines, as both represent late stage tumors and the latter frequently fail to maintain their in vivo characteristics (Sasai et al., 2006). An effective surrogate to test these interactions endogenously is the *Ptch^+/−^* mouse (Goodrich et al., 1997), a model of the human predisposition to MB (Gorlin syndrome) that, along with a subset of sporadic MB, belong to the Sonic hedgehog (Shh) subgroup (Taylor et al., 2012). *Ptch^+/−^* mice progress through well-defined stages of tumorigenesis in the cerebellum, beginning with the ectopic proliferation of granule neuron progenitor cells (GNPs), which form preneoplastic lesions on the cerebellar surface by two weeks of age. While most of these lesions regress, a minority undergo malignant transformation to MB (Kessler et al., 2009; Oliver et al., 2005). The environmental signals that co-operate with *Ptch* haploinsufficiency to regulate lesion induction and transformation are poorly understood.

Here, we modelled pre-tumor/stromal crosstalk during *Ptch^+/−^* MB evolution by manipulating the Norrin/Frizzled4 (Fzd4) pathway, an endogenous signalling axis that regulates vascular development in the cerebellum via neural/endothelial interactions (Wang et al., 2012; Xu et al., 2004; Zhou et al., 2014). We demonstrate that the preneoplastic niche is a potent modulator of *Ptch^+/−^* tumor initiation. Loss of vascular Norrin/Fzd4 signalling, either genetically or by short-term blockade, creates a tumor-permissive stroma that promotes the formation of preneoplastic lesions and their progression to malignancy. We show that activation of angiogenesis and stromal remodelling are key features of the oncogenic microenvironment that dramatically accelerates tumorigenesis in the *Ptch^+/^*cerebellum. This is the first study to describe a stromal component to the early stages of Shh-driven tumor initiation in the brain.

## Results

### *Ndp* is expressed in GNPs and mouse and human Shh-MB

To assess the stromal compartment at early stages of tumorigenesis in the *Ptch^+/−^* cerebellum, we sampled entire lesions at postnatal day (P) 14 by Collagen IV+ immunostaining, and observed an invasion of vasculature in a minority (24%; Figure 1A). Furthermore, lesion volume, which is a measure of neoplastic progression in the *Ptch^+/−^* model, was statistically larger in vascularized lesions (mean 0.18 mm^3^) compared to non-vascularized ones (mean 0.029 mm^3^, Figure 1B). These observations are notable, considering that only a minority of lesions undergo malignant transformation and continue to grow into tumors (Kessler et al., 2009; Oliver et al., 2005). To explore this pre-tumor/blood vessel interaction, we targeted Norrin signalling, a well-characterized regulator of neural-endothelial cell communication in the cerebellum (Wang et al., 2012; Zhou et al., 2014). Norrin (encoded by the X-linked gene *Ndp*) is a secreted atypical Wnt ligand that signals specifically through the Fzd4 receptor and the Lrp5/6 and Tspan12 co-receptors to activate the canonical Wnt pathway in endothelial cells (Figure 1C), where it is required for blood brain barrier (BBB) integrity in the cerebellum (Junge et al., 2009; Wang et al., 2012; Xu et al., 2004). Using male *Ndp^-/y^* mice carrying an *Ndp-lacZ* knockout (KO) allele (Junge et al., 2009), we examined the cerebellar expression profile of *Ndp*. Consistent with alkaline phosphatase-based reporter data (Ye et al., 2010a), we detected *Ndp* expression in the Purkinje cell layer, presumably in Bergmann glia (Figure 1D). We also detected *Ndp* expression in the cerebellar external granule layer (EGL), where GNPs, the Shh-MB cell of origin, reside throughout postnatal development (Figure 1D). Combined X-gal staining and immunohistochemistry (IHC) during the peak period of GNP proliferation at P7 revealed that *Ndp* expression is concentrated in the outer region of the Pax6^+^ EGL, in the proliferative phospho-histone H3 (PH3)^+^ compartment (Figure 1D). β-gal^+^ cells also overlapped with myelin basic protein (MBP)^+^ white matter (Figure 1D) implicating oligodendrocytes as another source of Norrin. To focus our expression analysis on the *Ptch^+/−^* tumor-relevant cell type, we examined *Ndp* expression in GNPs isolated from the cerebellar surface at various stages of tumorigenesis. While *Ndp* levels in *Ptch^+/−^* GNPs from pre-lesion (P7) and early lesion (P14) stages were comparable, *Ndp* expression exhibited a downward trend in GNPs at a lesion progression stage (P30) that reached significance by the tumor stage (Figure 1E). In human MB, *NDP* expression is enriched specifically in the Shh subgroup compared to the other three molecularly distinct subgroups: Wnt, driven by aberrant Wnt pathway activation, and Group 3 and 4, which are less clearly defined biologically (Taylor et al., 2012) (Figure 1F). Based on a limited sample size, we observed a trend towards reduced survival in Shh-MB patients with tumors exhibiting the lowest levels of *NDP* expression compared to those with the highest (Figure 1G). Thus, given its known function in signalling to endothelial cells and its expression pattern in GNPs and MB, the Norrin/Fzd4 axis is well-positioned to mediate neural-endothelial cell crosstalk within the Shh-MB lesion and tumor microenvironment.

**Figure 1.**
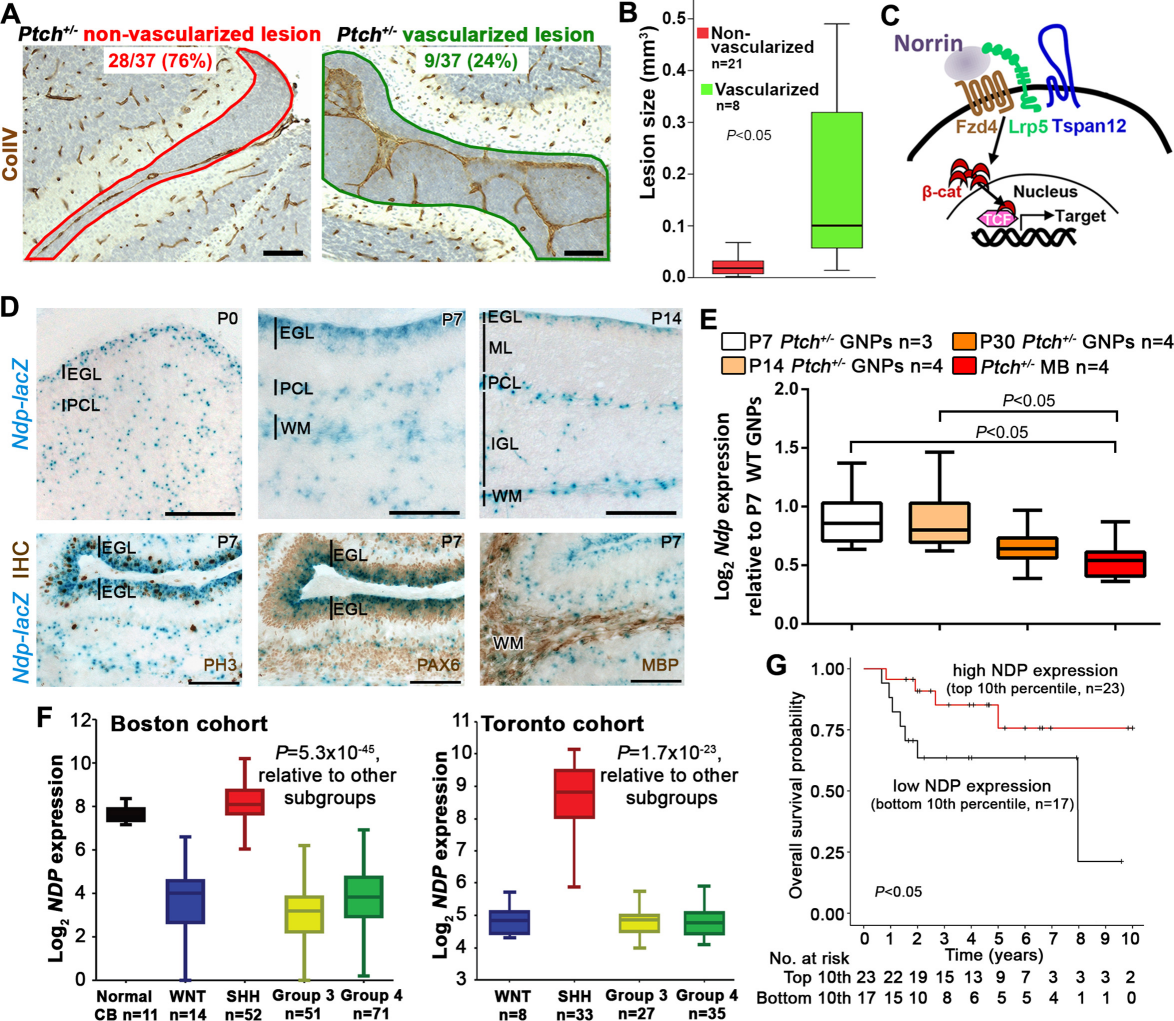
*Ndp* is expressed in Shh-MB precursors and mouse and human Shh-MB. (**A**) Representative immunostains for Collagen IV (ColIV) counterstained with hematoxylin, to depict non-vascularized (red outline) and vascularized (green outline) lesions from 37 *Ptch^+/−^* mouse cerebellar lesions sampled by serial sections at P14. (**B**) Boxplot showing statistically larger volume in P14 *Ptch^+/−^* lesions assigned as vascularized versus those assigned as non-vascularized, based on immunostaining serial sections of each lesion for ColIV. (**C**) Schematic illustrating the machinery required for Norrin activation of β-catenin (β-cat)/T-cell factor (TCF)-dependent transcription via the Fzd4 receptor and Lrp5 and Tspan12 co-receptors. (**D**) X-gal staining (blue) of sagittally sectioned cerebella from male *Ndp^-/y^* mice carrying an *Ndp-lacZ* KO allele, at the ages indicated. Bottom row, combined X-gal staining and immunohistochemistry (IHC, brown) for phospho-histone H3 (PH3), Pax6, and myelin basic protein (MBP). (**E**) Box plot of qRT-PCR analysis of *Ndp* expression in mouse *Ptch^+/−^* purified GNPs and MB lysate from symptomatic animals ranging in age from 3 to 10 months. (**F**) Box plot of *NDP* expression obtained by array profiling of human cerebella and two different cohorts (Boston, left; Toronto, right) of human MB samples, categorized by molecular subgroup. (**G**) Kaplan-Meier survival curve illustrating overall survival of Shh-MB patients with high versus low *NDP* expression. EGL, external granule layer; GNP, granule neuron progenitor; PCL, Purkinje cell layer; ML, molecular layer; WM, white matter; IGL, internal granule layer; CB, cerebellum; MB, medulloblastoma. Scale bars, 100 µm. **DOI:** http://dx.doi.org/10.7554/eLife.16764.002

### Norrin/Fzd4 loss of function dramatically enhances *Ptch^+/−^* MB formation

To explore the relevance of the stromal compartment during Shh-MB evolution, we disrupted the Norrin/Fzd4 signalling axis at the level of the ligand or receptor in *Ptch^+/−^* mice. Given that MB incidence in *Ptch^+/−^* mice is dependent on the genetic background strain (Mille et al., 2014), we performed all long and short-term studies of tumorigenesis by comparing animals within the same breeding cohort. While germ-line deletion of the ligand *Ndp* (*Ndp^KO^*) or conditional deletion of *Fzd4* in endothelial cells via the *Tie2Cre* driver (*Tie2Cre+;Fzd4^fl/fl^*) alone did not result in tumors, both mutations dramatically accelerated MB formation and significantly reduced survival in *Ptch^+/−^* mice (Figure 2A–C), to an extent that has only previously been observed in this model upon DNA damage (Pazzaglia et al., 2006a; 2006b; Wetmore et al., 2001). In both *Ndp^KO^;Ptch^+/−^* and *Tie2Cre+;Fzd4^fl/fl^;Ptch^+/−^*compound mutants, MB incidence increased by approximately two-fold and mean latency was reduced more than two-fold compared to *Ptch^+/−^* littermates (Figure 2C). In isolated GNPs, we detected the expression of endogenous FZD4 protein (Figure 2D), and transcripts of *Fzd4*, *Lrp5* and *Tspan12* (Figure 2E); however, conditional deletion of *Fzd4* from GNPs in the *Ptch^+/−^* model had no impact on survival and tumorigenesis (Figure 2F). These results reveal a novel tumor inhibitory role for Norrin/Fzd4 signalling in *Ptch^+/−^*MB that, strikingly, is mediated by the endothelial cell component of the tumor stroma.

**Figure 2.**
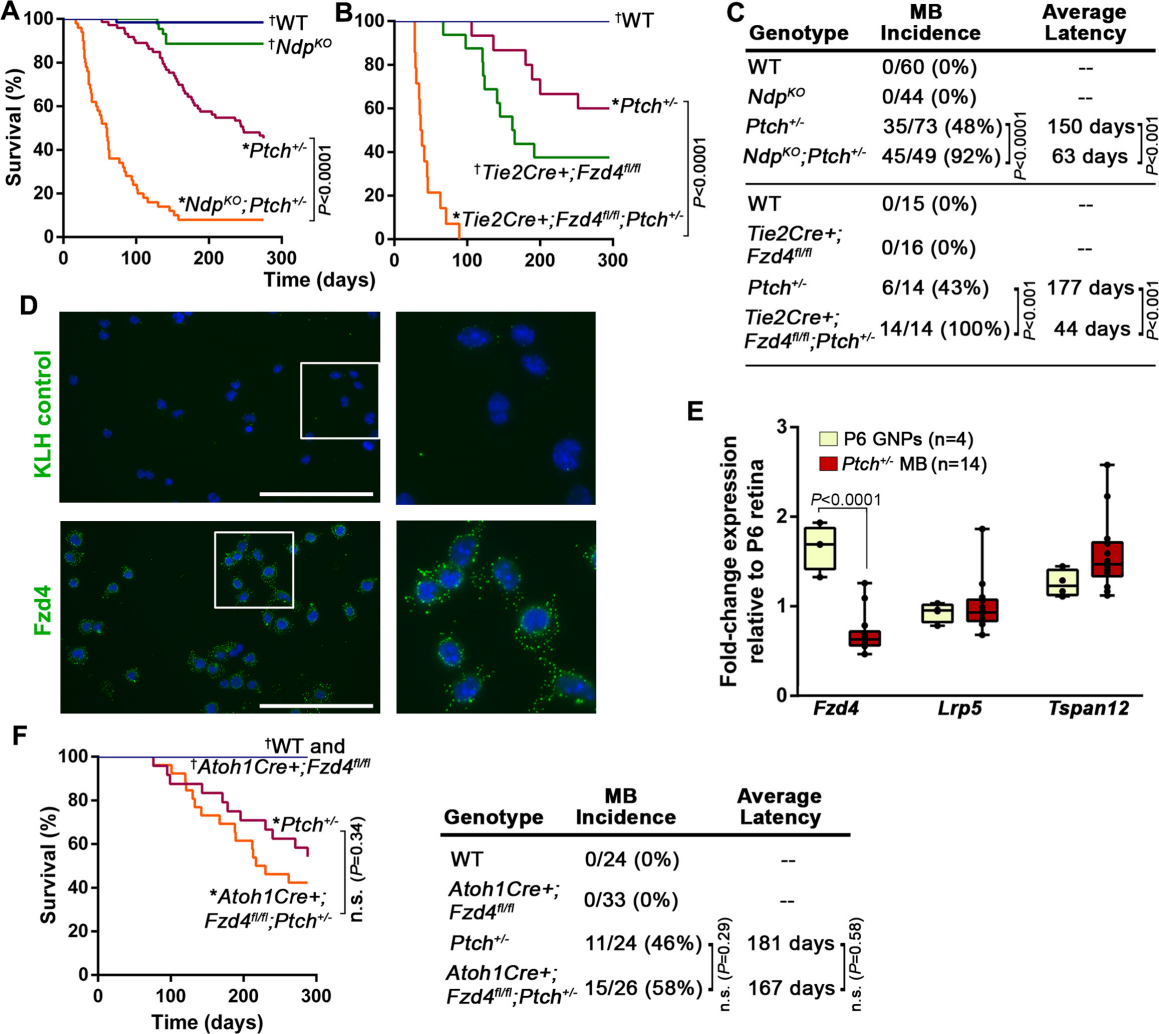
Norrin/Fzd4 signalling in endothelial cells has a potent tumor inhibitory role in *Ptch^+/−^* MB. (**A**) Kaplan-Meier survival curve to assess the impact of *Ndp* deletion in *Ptch^+/− ^*mice. *Ndp^KO ^*animals do not develop tumors but five of 44 animals were euthanized prematurely due to a skin condition. (**B**) Kaplan-Meier survival curve to assess the impact of endothelial cell-targeted (*Tie2Cre*-driven) *Fzd4* deletion in *Ptch^+/− ^*mice. *Tie2Cre+;Fzd4^fl/fl^* animals do not develop tumors but exhibit reduced survival as reported in *Fzd4^KO^* mice, which die with esophageal-related feeding defects and progressive auditory and cerebellar degeneration (Wang et al., 2001). (**C**) Summary of sample sizes, MB incidence and average latency in all animals from Kaplan-Meier survival curves in **A** and **B**. (**D**) Purified P10 GNPs immunostained for anti-FZD4 and anti-keyhole limpet hemocyanin (KLH) isotype-matched control (green), counterstained with Hoescht (blue). White boxes are magnified at right. (**E**) Box plots of qRT-PCR analysis of Norrin receptor components in isolated mouse GNPs and *Ptch^+/−^* MB. (**F**) Kaplan-Meier survival curve to assess the impact of GNP-targeted (*Atoh1Cre*-driven) *Fzd4* deletion in *Ptch^+/− ^*mice. (G) Summary of sample sizes, MB incidence and average latency in all animals from Kaplan-Meier survival curve in **F** *Died with confirmed MB; †Do not develop MB. WT, wild-type; n.s., not significant. **DOI:** http://dx.doi.org/10.7554/eLife.16764.003

### Loss of *Ndp* alters the stromal gene expression signature in *Ptch^+/−^* MB

To gain insight into Norrin-mediated effects on *Ptch^+/−^* tumorigenesis, we examined established *Ndp^KO^;Ptch^+/−^* and *Ptch^+/−^* MBs by histology and expression profiling. Both tumor types exhibited classic histology, and similar expression patterns for expected Shh-MB neural markers (*Atoh1*, TUBB3 and GFAP) and Hh target genes (*Gli1*, *Mycn* and *Ccnd1*) (Figure 3A). 

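RNA from 4 *Ndp KO;Ptch+/-* MBs, 4 *Ptch+/-* MBs and 4 samples of GNPs from wild-type mice at P6 was measured on 12 arrays of 45281 probes each. GNPs are the cerebellar progenitors from which Shh-MB arises, and in this experiment they are the untransformed reference. The *Ndp* probe lay at background on all 12 arrays, with a mean log2 signal of 4.14 in *Ndp KO;Ptch+/-* MBs, 4.17 in *Ptch+/-* MBs and 4.16 in GNPs, so it could not serve as a check of the *Ndp* genotype of each sample. The deposited values are log2 signals that the authors made with the neqc function of limma, which corrects the background with negative control probes, adds an offset (16 by default) and normalizes quantiles across arrays. The median of every array is 4.15 as a result, and signals near 4.1 lie at the floor of the scale. A log2 signal of 4.5 was taken as the background limit, after the values had been seen. On each array 31.8% to 32.5% of the probes reached this limit, and 28101 probes (62.1%) stayed under it on all 12 arrays. Pearson's r between arrays of one group was 0.989 to 0.993 for *Ndp KO;Ptch+/-* MBs, 0.984 to 0.991 for *Ptch+/-* MBs and 0.993 to 0.996 for GNPs, across probes, which are not independent replicates. The 3 groups were compared in one limma model (version 3.58.1) over the 12 arrays, in which the GNPs share the estimate of the spread. GNP arrays differed less among themselves than tumor arrays did. The shared spread can therefore make standard errors and p between the tumor genotypes too small. Values of p were adjusted by the Benjamini-Hochberg method over all probes. A probe or gene passed the test, or changed, at an adjusted p under 0.05. The signal of a gene is that of its probe with the highest mean over the 12 arrays, and log2 fold changes are *Ndp KO;Ptch+/-* MBs minus *Ptch+/-* MBs unless stated otherwise. Lists of genes of one cell type or process were tested with camera at a preset correlation of 0.01 between genes, with p adjusted over 30 lists. With 4 arrays per group, the number of arrays limits the precision. The sample records name a mixed strain background for the *Ndp KO;Ptch+/-* MBs and C57Bl/6 for the other groups, while the methods state that compound mutants were compared with controls of the same breeding cohort, so by the records strain background and genotype are confounded. The records do not state that each tumor came from a different mouse, and the p-values measure the spread between these samples.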

Co-immunostaining for the ECM protein laminin and the vascular endothelial cell marker CD31 (PECAM1; platelet/endothelial cell adhesion molecule 1) revealed a stromal component in both tumors (Figure 3B). However, tumor heterogeneity poses challenges to histological-based classification, therefore we turned to whole genome expression profiling, where hierarchical clustering and principal component analysis revealed that *Ndp^KO^;Ptch^+/−^* and *Ptch^+/*−*^* tumors have clearly separable gene expression signatures (Figure 3C and Figure 3—figure supplement 1A). 

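On the first principal component, which carried 72.3% of the variance of the 1500 probes with the largest interquartile range, both tumor types lay apart from GNPs. The mean score was 65.8 ± 0.752 (SD, n = 4 arrays) in GNPs, −26.9 ± 3.68 in *Ndp KO;Ptch+/-* MBs and −39.0 ± 1.53 in *Ptch+/-* MBs. The second component carried 10.7% of the variance and held the tumor genotypes apart, with mean scores of 22.7 ± 3.74 in *Ndp KO;Ptch+/-* MBs, −20.0 ± 7.52 in *Ptch+/-* MBs and −2.74 ± 1.61 in GNPs. Every *Ndp KO;Ptch+/-* MB scored above every *Ptch+/-* MB on it, with a gap of 31.8 between the nearest tumors, or 55.0% of the range of all tumors (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 tumors against 4 allow). Of these 1500 probes, 159 (10.6%) changed between the tumor genotypes. Clustering with Euclidean distance and complete linkage into 3 clusters put each of the 12 arrays with its own group. The mean distance between a *Ndp KO;Ptch+/-* and a *Ptch+/-* MB was 58.0 (50.0 to 68.1 over 16 pairs), against 37.3 among *Ndp KO;Ptch+/-* MBs and 47.5 among *Ptch+/-* MBs. The most distant pair of *Ptch+/-* MBs lay 54.0 apart, so the ranges overlap. *Ndp KO;Ptch+/-* MBs lay closer to GNPs (mean distance 99.9, 96.9 to 104 over 16 pairs) than *Ptch+/-* MBs did (mean distance 111, 109 to 114 over 16 pairs). The sign of a component is arbitrary, and the probe filter that the methods name for this step was not applied.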

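*Spon2*, which encodes the secreted matrix protein spondin 2, had a log2 signal of 7.34 ± 0.66 (SD, n = 4 arrays) in *Ndp KO;Ptch+/-* MBs and 4.34 ± 0.26 in *Ptch+/-* MBs, and it rose in limma (adjusted p = 0.00291). In *Ptch+/-* MBs its signal was above background in replicate 1 alone, so no exact fold is given. *Mfap4*, a protein of microfibrils, rose by a log2 fold change of 2.40 (standard error 0.29, adjusted p = 0.00656), from 8.51 ± 0.55 to 10.91 ± 0.39, and *Eln*, the elastin of elastic fibers, by 2.75 (standard error 0.52, adjusted p = 0.0377). *Col6a1*, a chain of collagen VI, fell by 2.90 (standard error 0.44, adjusted p = 0.0159), from 8.56 ± 0.63 to 5.67 ± 0.87, with *Ndp KO;Ptch+/-* replicate 2 the lowest. *Col16a1*, a fibril-associated collagen, fell by 2.47 (standard error 0.49, adjusted p = 0.0452). *Dcn*, the small proteoglycan decorin, had a log2 fold change of −1.74 (standard error 0.37, adjusted p = 0.0610) and did not pass. Of 72 measured genes for collagens, laminins and other matrix proteins, 6 were higher in *Ndp KO;Ptch+/-* MBs (*Spon2*, *Mfap4*, *Eln*, *Mmrn2*, *Nid2* and *Vtn*), 2 were lower (*Col6a1* and *Col16a1*) and 64 did not pass. When adjusted over the list alone, 9 were higher and 4 lower. *Eln* and *Col16a1* were named after their values were seen, and with 1 tumor left out *Eln* passed in 1 and *Col16a1* in 2 of 8 fits (adjusted p 0.0110 to 0.195 and 0.0125 to 0.218 over all settings). The list as a whole did not pass camera. The median log2 fold change of its 51 members above background was −0.02 (−0.01 with 4 at their bound), while the test leaned upward with an adjusted p of 0.740 (0.869 with an estimated correlation). Fry's mixed test, which asks whether any member changed in either direction, gave an adjusted p of 6.19e-09. Among the 11669 genes whose mean signal was above the median of all probes, 8 of 58 matrix genes (13.8%) and 382 of 11611 other genes (3.29%) changed. The odds ratio was 4.70 (95% confidence interval 1.91 to 10.1, Fisher's exact test, two-sided, p = 0.000643). Of the changed matrix genes all but *Vtn* are labelled in the paper's heatmaps of these same tumors. This test is therefore not independent of the paper's result. By the same exact test the odds ratio was 9.00 (p = 0.000106) for higher genes and 1.73 (p = 0.330) for lower genes. For higher genes it did not pass with the tumors alone (14.5, exact p = 0.0721, on 1 matrix gene). It was 16.4 with the replicate number as a block and 20.9 for higher genes with a log2 fold change above 1. Without *Ptch+/-* replicate 2 it was 3.02 for genes changed in either direction (exact p = 0.0513), and with the tumors alone in the model 4.61 (exact p = 0.201), on 1 matrix gene. With 1 array left out this odds ratio was 3.02 to 6.18, and most removals lowered it. Some other settings raised this odds ratio. It was 7.51 with the replicate number as a block (exact p = 0.000844). It was 9.88 for genes that also had a log2 fold change above 1 in size (exact p = 1.70e-05). *Timp1*, an inhibitor of matrix metalloproteases that lies near *Ndp* on the X chromosome, fell by 3.09 (standard error 0.47, adjusted p = 0.0164). It was the single gene that passed of 24 matrix proteases and their inhibitors (4 lower when adjusted over the list alone). That list had a median of −0.12 over 20 members above background, or −0.11 with 2 at their bound, and was lower in camera (adjusted p = 0.0148, or 0.195 with an estimated correlation). The call was lost without *Ptch+/-* replicate 4 (adjusted p = 0.0608). None of 18 genes of fibroblast and meningeal cells passed in limma (4 lower at an unadjusted p under 0.05, 2 lower when adjusted over the list alone). The median over the 17 above background was −0.03, and the list was lower in camera (adjusted p = 0.0301, or 0.357 with an estimated correlation), a call that held in 9 of 14 other settings (adjusted p 0.00522 to 0.156).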

Consistent with a stromal requirement for Norrin/Fzd4 signalling, tumors in *Ndp^KO^;Ptch^+/−^* mutants were enriched for changes in stromal genes compared to their *Ptch^+/−^* counterparts, particularly ECM components (Figure 3D,E). Up-regulated genes in *Ndp^KO^;Ptch^+/−^* tumors included components of endothelial cells, including *Esm1* (Endothelial cell-specific molecule 1), *Plvap* (Plasmalemmal vesicle associated protein) and *Emcn* (Endomucin) (Figure 3—figure supplement 1C,D), which we validated by qRT-PCR (Figure 3F). 

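*Esm1*, a proteoglycan secreted by endothelial cells of growing vessels, had a log2 signal of 9.06 ± 0.57 (SD, n = 4 arrays) in *Ndp KO;Ptch+/-* MBs, 4.88 ± 1.39 in *Ptch+/-* MBs and 4.17 ± 0.02 in GNPs. It rose in limma (adjusted p = 0.0124), and of the *Ptch+/-* MBs replicate 1 alone was above background, at 6.97, so no exact fold is given. *Emcn*, a sialomucin on the surface of capillaries and veins, rose by a log2 fold change of 1.95 (standard error 0.35, adjusted p = 0.0321), from 7.12 ± 0.78 to 9.07 ± 0.39. *Plvap*, the protein of the diaphragms of fenestrated endothelium, had a signal of 6.98 ± 1.50 in *Ndp KO;Ptch+/-* MBs, where replicate 1 reached 4.80 and the other 3 MBs 7.20 to 8.08, and 4.45 ± 0.48 in *Ptch+/-* MBs, where replicate 3 was the highest at 5.18. The difference did not pass (adjusted p = 0.0992; exact permutation test, two-sided, p = 0.0571). Over 13 other settings of the model, *Esm1* passed in 11 (adjusted p 9.67e-05 to 0.115), *Emcn* in 5 (0.00523 to 0.179) and *Plvap* in 3 (0.00220 to 0.313), the last with dim probes left out, with an intensity trend in the prior and without *Ndp KO;Ptch+/-* replicate 1. *Mmrn2*, a matrix protein bound to endothelium, rose by 2.47 (standard error 0.33, adjusted p = 0.00941), and *Ephb4*, the receptor that marks veins, by 2.47 (standard error 0.39, adjusted p = 0.0182). *Nid2*, a basement membrane protein, rose from 4.58 ± 0.56 to 6.74 ± 0.61 (adjusted p = 0.0277), and of the *Ptch+/-* MBs replicate 1 alone was above background. A dimmer probe of *Ephb4* did not pass (adjusted p = 0.125, with all 4 *Ptch+/-* MBs under background). *Pecam1*, found on all endothelial cells, was at 5.09 ± 0.91 and 4.40 ± 0.29 and did not pass (adjusted p = 0.607), with *Ptch+/-* replicate 1 alone above background in its group. *Angpt2*, a secreted regulator of vessel sprouting, did not pass either (log2 fold change 0.74, adjusted p = 0.188). *Cldn5*, the tight junction protein of brain endothelium, was at 9.90 ± 0.22 and 9.91 ± 0.29, a log2 fold change of −0.01 (adjusted p = 0.994). *Slco1c1*, the thyroid hormone transporter of the blood-brain barrier, fell from 7.50 ± 0.32 to 4.70 ± 1.01 (adjusted p = 0.0169), with *Ndp KO;Ptch+/-* replicate 1 alone above background in its group.
Of 29 endothelial markers, 5 were higher in *Ndp KO;Ptch+/-* MBs (*Emcn*, *Mmrn2*, *Robo4*, *Ramp2* and *Itm2a*), *Vwf* was lower, with a log2 fold change of −1.00, and 23 did not pass. When adjusted over the list alone, 12 were higher and 1 lower. *Robo4*, a guidance receptor of endothelium (0.94, adjusted p = 0.0461), and *Itm2a*, a membrane protein of brain vessels (0.90, adjusted p = 0.0422), were named after their values were seen. The median log2 fold change of the 23 members above background was 0.69 (camera adjusted p = 3.43e-06, or 0.197 with an estimated correlation). Of 23 genes of angiogenic and fenestrated endothelium, *Esm1*, *Nid2* and *Ephb4* were higher and none was lower, 9 were higher when adjusted over the list alone, and the median of the 16 above background was 0.76 (camera adjusted p = 4.99e-06, or 0.195 with an estimated correlation). *Col4a1*, a basement membrane collagen on that list, had a log2 fold change of 1.17 (adjusted p = 0.0668). Of 23 genes of blood-brain barrier endothelium, 4 were lower and none was higher (5 lower and 1 higher when adjusted over the list alone). Besides *Slco1c1*, these were the transporters *Slc38a5* (−2.52, a neighbour of *Ndp* on the X chromosome) and *Tfrc* (−1.20, the transferrin receptor) and the proteoglycan *Spock2* (−1.14, with a second probe at −0.98 that did not pass). The signal of *Slc38a5* was highest in GNPs, at 10.78, against 9.65 in *Ptch+/-* and 7.13 in *Ndp KO;Ptch+/-* MBs. The arrays measure whole samples, so whether these 4 genes fell within endothelial cells was not tested. With 1 tumor left out, *Vtn* (vitronectin, a product of pericytes) passed in 1 of 8 fits, *Robo4*, *Itm2a*, *Tfrc* and *Spock2* in 2, *Nid2* in 3 and *Vwf* in 4. The barrier list did not pass as a whole (median −0.04 over 17 members, camera adjusted p = 0.146, or 0.367 with an estimated correlation), but it passed without *Ndp KO;Ptch+/-* replicate 1, as lower (adjusted p = 0.0289). Fry's mixed test, which asks whether any member changed, passed (adjusted p = 1.19e-09). Of 14 genes of mural cells, *Vtn* was higher by 0.90 and none was lower, 5 were higher when adjusted over the list alone, and *Acta2*, the smooth muscle actin, had a log2 fold change of 1.59 (adjusted p = 0.165). The median of the 8 members above background was 0.82, or 0.54 with 2 genes at their bound (camera adjusted p = 0.00458, or 0.195 with an estimated correlation).

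**Figure D1:**
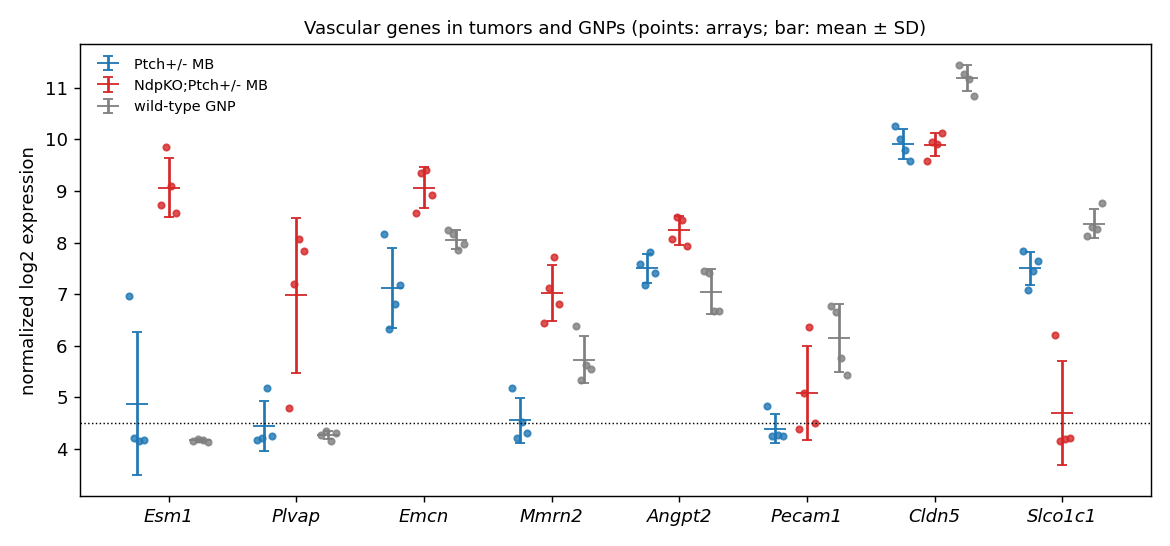
Normalized log2 signal (vertical axis) of 8 vascular genes in *Ndp KO;Ptch+/-* MBs, *Ptch+/-* MBs and GNPs, with a point for each array, bars for the mean ± SD (n = 4) and a dotted line at the background limit of 4.5. *Esm1* lies between 8.57 and 9.85 in *Ndp KO;Ptch+/-* MBs, and *Slco1c1* is lower in *Ndp KO;Ptch+/-* than in *Ptch+/-* MBs.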

The up-regulation of *Plvap*, a marker of fenestrated endothelial cells, was associated with increased vascular permeability in *Ndp^KO^;Ptch^+/−^* versus *Ptch^+/−^* tumors, demonstrated by enhanced leakage of the serum protein binding dye Evans blue (Figure 3G). Additional genes upregulated in *Ndp^KO^;Ptch^+/−^* versus *Ptch^+/−^* tumors by qRT-PCR were *Pecam1*, suggesting increased vascularity in *Ndp^KO^;Ptch^+/−^* tumors, and the angiogenic regulator *Angpt2* (Angiopoietin-2) (Figure 3F). These results suggest that rather than impacting Shh signalling, loss of Norrin modulates features of the tumor stroma.

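*Ptch1*, the Shh receptor and a target of the pathway, had a log2 signal of 8.84 ± 0.88 (SD, n = 4 arrays) in *Ndp KO;Ptch+/-* MBs and 9.58 ± 0.80 in *Ptch+/-* MBs, a log2 fold change of −0.74 (standard error 0.48, adjusted p = 0.599 in limma). The target *Ccnd1*, a cyclin, and *Sfrp1*, a secreted inhibitor of Wnt and a marker of Shh-MB, had log2 fold changes of −0.59 (adjusted p = 0.175) and −0.39 (adjusted p = 0.113), and neither passed. *Ccnd2*, a cyclin of proliferating GNPs, fell by 0.85 (adjusted p = 0.0280), and *Smo*, the transducer of the Shh signal, fell by 0.72 (adjusted p = 0.0268). *Gli3*, mainly a repressor of the pathway, rose from 5.28 ± 1.27 in *Ptch+/-* MBs to 8.68 ± 0.66 in *Ndp KO;Ptch+/-* MBs (standard error of the difference 0.57, adjusted p = 0.0244), against 9.67 ± 0.25 in GNPs. The dimmer probes of *Smo* had log2 fold changes of −0.76 and −1.44 and did not pass, and over 13 other settings *Ccnd2* passed in 3 (adjusted p 0.00516 to 0.0999), *Gli3* in 6 (0.00848 to 0.157) and *Smo* in 8 (0.00992 to 0.113). *Gli1*, *Mycn*, *Atoh1* and *Tubb3* lay at background on all 12 arrays, so no difference in them could be measured. *Gfap*, the intermediate filament of astrocytes, had a log2 fold change of −0.14 (adjusted p = 0.900), with 0.42 on a second probe.
Of 14 measured genes of the hedgehog pathway and its targets, 2 were lower and 1 was higher in *Ndp KO;Ptch+/-* MBs, and 11 did not pass. When adjusted over the list alone, 6 were lower and 1 higher. The median log2 fold change of the 9 above background was −0.67, and the list was lower in camera (adjusted p = 0.0103, or 0.282 with an estimated correlation). None of 13 markers of GNPs passed in limma (0 at an unadjusted p under 0.05, 0 when adjusted over the list alone; median −0.01 over 9 members, camera adjusted p = 0.740, or 0.828 with an estimated correlation). Among them *Zic1* and *Pax6*, transcription factors of the granule lineage, did not pass. *Zic1* had a log2 fold change of −0.15 and *Cxcr4*, a chemokine receptor of GNPs, one of −0.52, while *Pax6* lay near background in *Ptch+/-* MBs (4.39 ± 0.26 against 5.05 ± 0.59, with *Ndp KO;Ptch+/-* replicate 2 the highest). Of 17 genes of neuronal differentiation, *Nefm*, a neurofilament, was higher (5.87 ± 0.59 against 4.31 ± 0.19, near background, adjusted p = 0.0321, not on its second probe, and in 1 of 8 fits with 1 tumor left out) and none was lower (1 higher and 1 lower when adjusted over the list alone). *Calb2*, the calcium-binding protein calretinin, had a log2 fold change of −1.38 (adjusted p = 0.117), and the list a median of 0.10 over 12 members (camera adjusted p = 0.235, or 0.671 with an estimated correlation). Of 24 cell cycle genes, *Mcm2*, a subunit of the replication helicase, was lower (−0.77, adjusted p = 0.00661), none was higher, and 1 was lower when adjusted over the list alone. The median of 22 members was 0.08 (camera adjusted p = 0.504, or 0.869 with an estimated correlation). Of 17 genes of astrocytes and Bergmann glia, *Hopx*, a homeodomain protein of glial progenitors, was higher by 1.71 (adjusted p = 0.0126), none was lower, and 1 was higher when adjusted over the list alone. This list had a median of 0.02 over 16 members (0.00 with 2 at their bound, camera adjusted p = 0.619, or 0.869 with an estimated correlation), but it passed, as higher, without *Ptch+/-* replicate 4 (adjusted p = 0.00592). None of 16 genes of the oligodendrocyte lineage passed in limma (2 higher at an unadjusted p under 0.05, 0 when adjusted over the list alone). The median was 0.08 over 14 members, or 0.06 with 3 at their bound (camera adjusted p = 0.442, or 0.828 with an estimated correlation). None of 11 genes of Purkinje cells and other cerebellar neurons passed in limma either (2 higher at an unadjusted p under 0.05, 0 when adjusted over the list alone). Camera leaned upward (adjusted p = 0.776, or 0.869 with an estimated correlation) while the median over 7 members was −0.01. The last pair of lists covers the pathway of Norrin itself. Of 15 Wnt/beta-catenin targets none passed in limma (1 lower at an unadjusted p under 0.05, 0 when adjusted over the list alone), with *Lef1* at background on all 12 arrays. Their median was −0.55 over 6 members (camera adjusted p = 0.387, or 0.526 with an estimated correlation). Of 6 genes of the Norrin receptor complex none passed in limma (1 higher at an unadjusted p under 0.05, 0 when adjusted over the list alone), with a median of 0.12 over 3 members (camera adjusted p = 0.740, or 0.828 with an estimated correlation).
From the similar patterns of neural markers and Hh target genes in tumor sections, the separable expression signatures, the changes in stromal genes and the higher endothelial genes and vascular permeability, the paper proposes that loss of Norrin acts on features of the tumor stroma and not on Shh signalling.

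**Figure D2:**
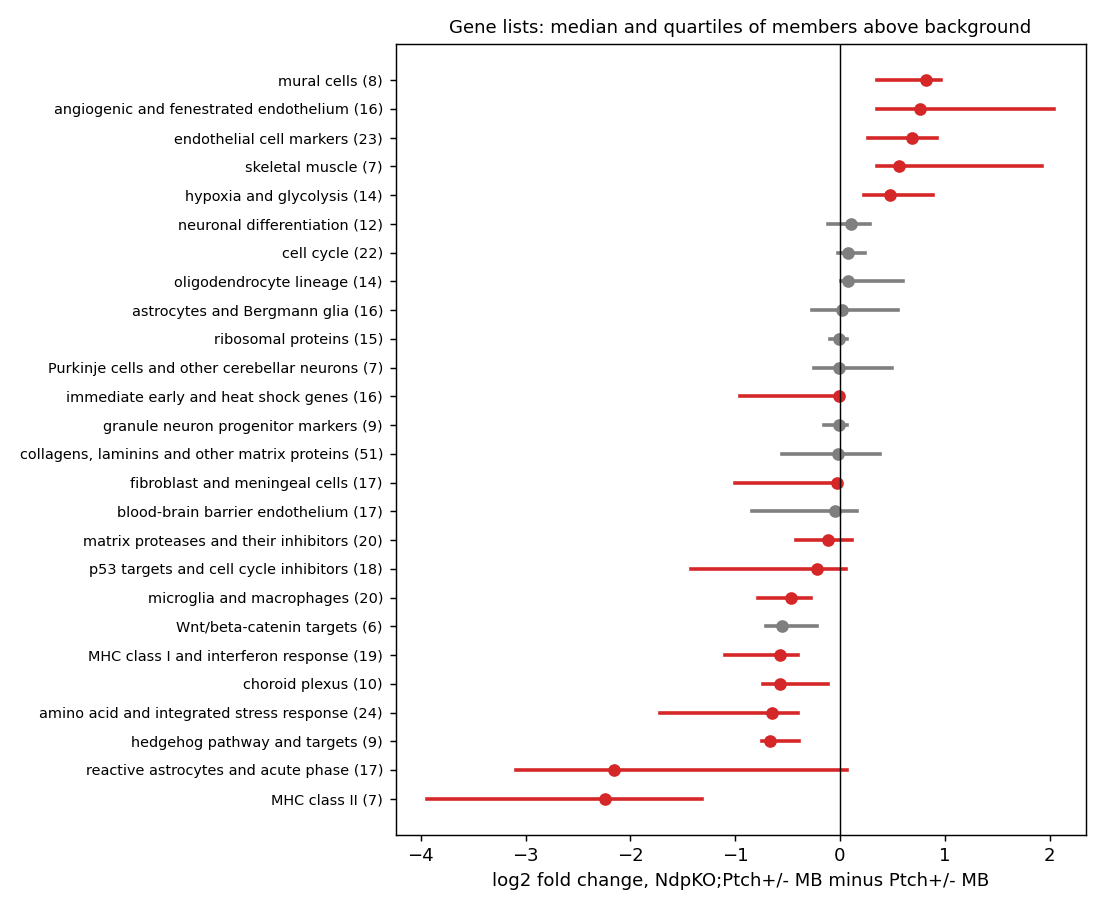
Median and quartiles of the log2 fold change (*Ndp KO;Ptch+/-* minus *Ptch+/-* MBs, horizontal axis) of the members above background in 26 gene lists. Lists in red passed camera at the preset correlation and lists in grey did not, none passed with an estimated correlation, and the vascular lists lie at higher values than the hedgehog list, whose median is −0.67.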

**Figure 3.**
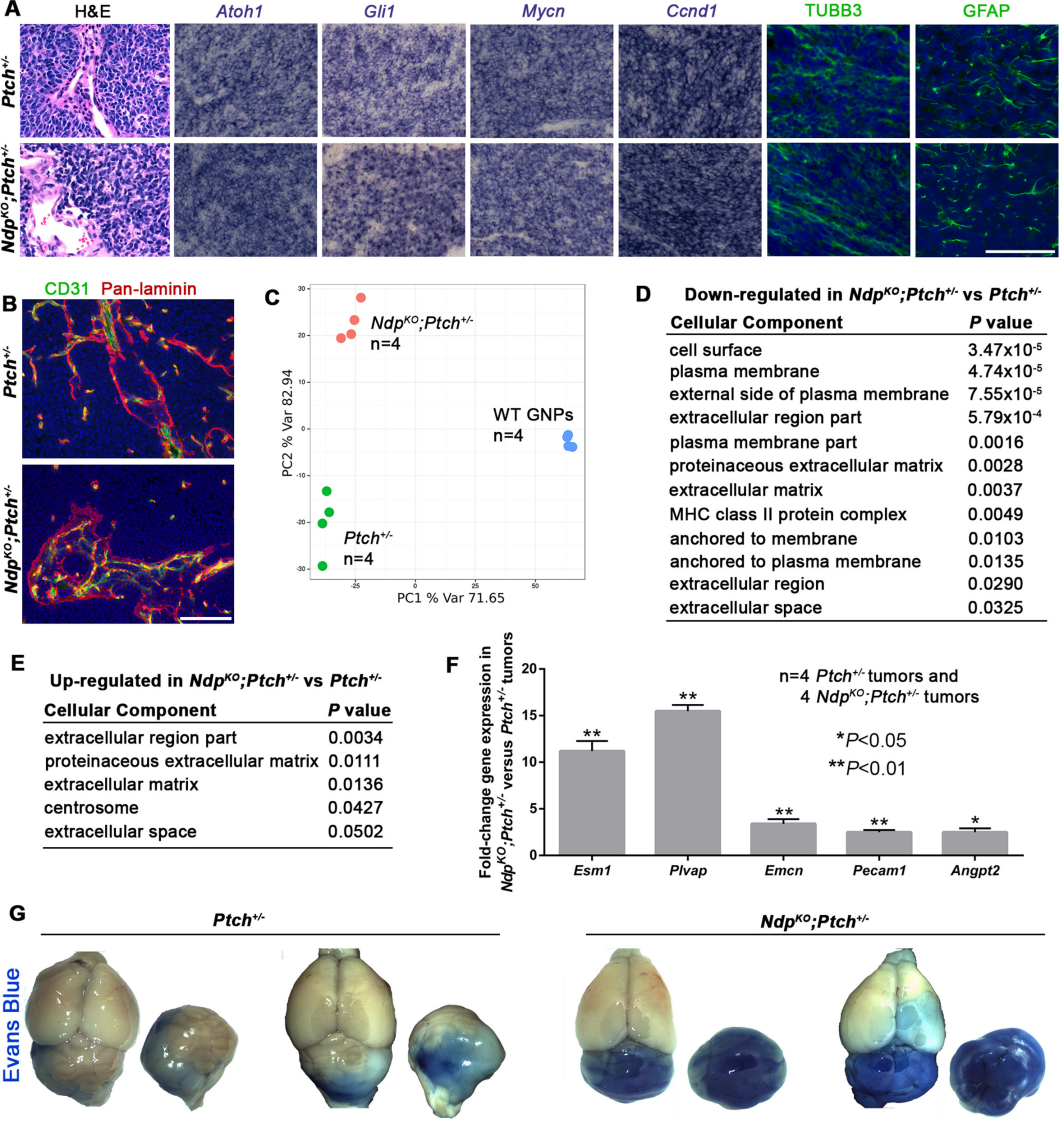
*Ptch^+/−^* and *Ndp^KO^;Ptch^+/−^* MBs have separable gene expression signatures enriched for stromal gene changes. (**A**) Sections of *Ptch^+/−^* and *Ndp^KO^;Ptch^+/−^* established MBs stained by hematoxylin and eosin (H and E), in situ hybridization for *Atoh1*, *Gli1*, *Mycn* and *Ccnd1* (purple), or immunostaining for class III β-tubulin (TUBB3) and glial fibrillary acidic protein (GFAP; green) counterstained with Hoescht (blue). n = 3 tumors of each genotype examined. (**B**) Sections of *Ptch^+/−^* and *Ndp^KO^;Ptch^+/−^* established MBs co-immunostained for CD31 (green) and pan-laminin (red), counterstained with Hoescht (blue). n = 3 tumors of each genotype examined. (**C**) Whole genome expression profiles of *Ptch^+/−^* and *Ndp^KO^;Ptch^+/−^* MBs and P6 WT (wild-type) GNPs were used for principal component analysis performed with the 1500 most variable probes across all samples. (**D,E**) Cellular component gene ontology (GO) analysis of differentially expressed genes between *Ptch^+/−^* and *Ndp^KO^;Ptch^+/−^* MBs. (**F**) qRT-PCR analysis of vascular genes upregulated in *Ndp^KO^;Ptch^+/−^* versus *Ptch^+/−^* MBs. (**G**) Wholemount views of *Ptch^+/−^* and *Ndp^KO^;Ptch^+/−^* MBs in animals injected with Evans Blue dye prior to sacrifice. Scale bars, 100 µm. See also Figure 3—figure supplement 1. **DOI:** http://dx.doi.org/10.7554/eLife.16764.004

**Figure 3—figure supplement 1.**
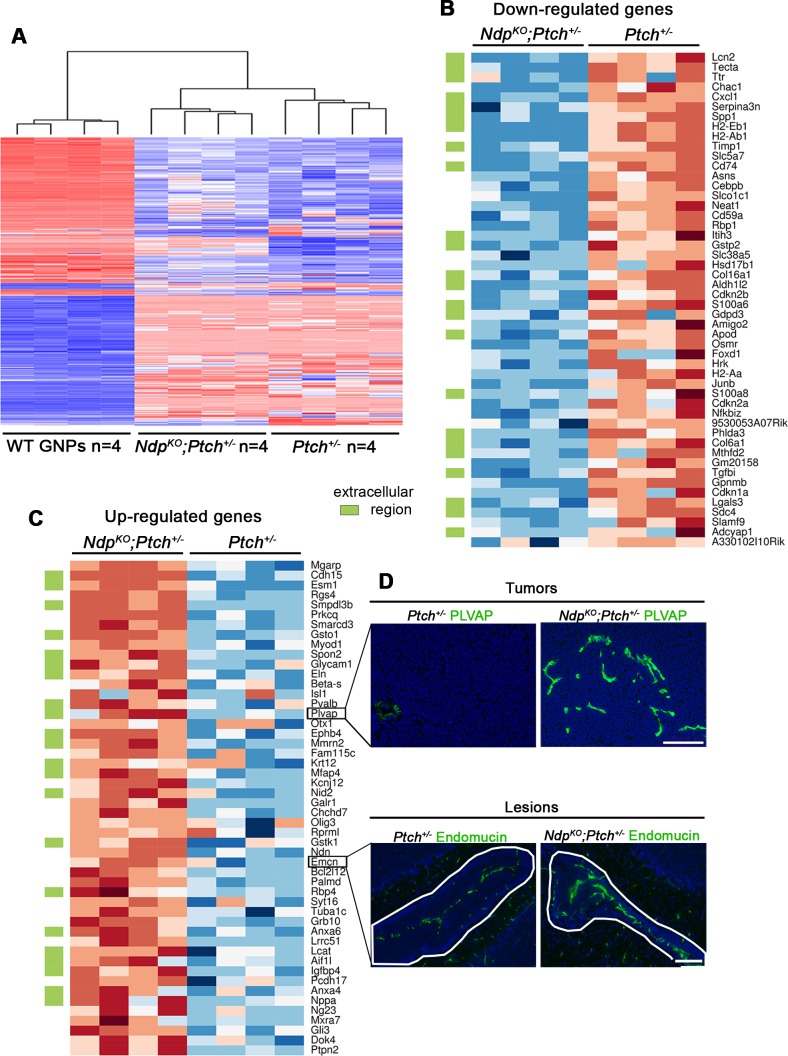
Differential stromal gene expression in *Ptch^+/−^* MB upon loss of *Ndp.* (**A**) Hierarchical clustering calculated from the 1500 probes with the largest interquartile ranges across all samples following whole genome expression analyses of *Ptch^+/−-^* and *Ndp^KO^;Ptch^+/−^* MBs and P6 WT (wild-type) GNPs. (**B,C**) A total of 1586 transcripts were detected, using limma (Smyth, 2004), as differentially expressed in *Ptch^+/−^* versus *Ndp^KO^;Ptch^+/−^* MB with adjusted *P* values below 0.05. The heatmaps display the top 50 most up- and down-regulated genes between the two tumor types. Genes marked by a green rectangle fall into the extracellular region Gene Ontology (GO) class. (**D**) Immunostains of PLVAP and Endomucin (green) on *Ndp^KO^;Ptch^+/−^* and *Ptch^+/−^* MBs (top) and lesions (bottom) demonstrates validation of up-regulated genes at the protein level. Scale bars, 100 µm. **DOI:** http://dx.doi.org/10.7554/eLife.16764.005

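*Ndp KO;Ptch+/-* MBs had higher signals than *Ptch+/-* MBs for 196 genes and lower signals for 285 genes, counting a gene that changed on 1 probe or more, its brightest or not. The genes that rose include components of vessels such as *Esm1* and *Emcn* and the hedgehog pathway gene *Gli3*, and those that fell include genes of antigen presentation such as *Cd74* and of the response to amino acid shortage such as *Chac1*. In limma 624 probes changed, 240 of them higher and 384 lower in *Ndp KO;Ptch+/-* MBs. Of these, 545 carry a gene symbol and stand for the genes counted above. At an unadjusted p under 0.05 there were 5954 probes. A log2 fold change above 1 in size was reached by 267 of the 624 probes, 86 of them higher and 181 lower. With the 22640 probes above the median signal alone in the test 1096 probes changed, and with the tumors alone in the model 64. Against GNPs, 7814 probes changed in *Ptch+/-* MBs (3677 higher and 4137 lower) and 5614 in *Ndp KO;Ptch+/-* MBs (2621 higher and 2993 lower). Labels of the heatmaps were counted over all probes of a gene, not by its brightest probe. Of the 49 labels of the heatmap of higher genes that match a symbol in the annotation, all had a positive log2 fold change on the probe of largest change, and 26 passed on 1 probe or more. For the heatmap of lower genes 45 labels matched, all were negative on that probe, and 33 passed on 1 probe or more.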

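*Cdh15*, a cadherin of muscle and of cerebellar granule cells, had a log2 signal of 9.33 ± 0.26 (SD, n = 4 arrays) in *Ndp KO;Ptch+/-* MBs and 5.13 ± 0.88 in *Ptch+/-* MBs, and rose by 4.21 (standard error 0.36, adjusted p = 0.00110) in limma. *Gsto1*, a glutathione transferase, rose by 3.17 (standard error 0.19, adjusted p = 0.000200) to 10.67 ± 0.29, close to its 10.49 ± 0.18 in GNPs. *Smpdl3b*, a membrane-anchored phosphodiesterase, was under background in every *Ptch+/-* MB (4.29 ± 0.11) and at least 9.37-fold higher in *Ndp KO;Ptch+/-* MBs (7.73 ± 0.34, adjusted p = 2.34e-05). *Lcn2*, an iron-binding acute phase protein, was at least 72.2-fold lower in *Ndp KO;Ptch+/-* MBs (4.17 ± 0.05) than in *Ptch+/-* MBs (10.67 ± 1.66, adjusted p = 0.00282), and stood at 4.14 ± 0.01 in GNPs. This bound depends on the setting, since the fitted log2 fold change of −6.50 ran from −6.93 to −5.74 over 13 other settings. *Cd74*, the invariant chain of MHC class II, was at least 19.5-fold lower (4.26 ± 0.13 against 8.79 ± 0.85, adjusted p = 0.000495), except on a probe near background. Of the chains of the class II molecules, *H2-Ab1* was at least 15.4-fold lower (4.23 ± 0.03 against 8.45 ± 0.56, adjusted p = 7.11e-05) and *H2-Eb1* at least 10.02-fold (4.16 ± 0.01 against 7.83 ± 0.66, adjusted p = 0.000378). *Cxcl1*, a chemokine for neutrophils, fell from 8.81 ± 0.40 to 4.35 ± 0.21, a mean under the background limit (adjusted p = 4.69e-05), and was at 8.73 ± 0.31 in GNPs with replicate 2 the lowest.
The 12 largest rises without overlap between the tumor genotypes also held *Mgarp*, a mitochondrial protein (log2 fold change 4.59, adjusted p = 0.0357), *Grb10*, an imprinted adaptor of growth factor receptors (3.70, 0.0162), *Rgs4*, a regulator of G protein signalling (3.45, 0.0321), and *Prkcq*, a protein kinase C (3.37, 0.00771). Others, given the same way, were *Smarcd3*, a subunit of a chromatin remodelling complex (3.23, 0.00276), *Galnt9*, an enzyme of O-glycosylation (3.08, 0.00440), and *Palmd*, a membrane-associated protein (2.52, 0.000616, and 3.22 on a second probe), besides *Esm1* and *Gli3*. In *Rgs4* *Ndp KO;Ptch+/-* replicate 3, and in *Prkcq* and *Smarcd3* *Ptch+/-* replicate 2, stood apart from the rest of their group. The 12 largest falls also held *Tecta*, a matrix protein known from the inner ear (5.19 ± 1.57 against 10.93 ± 1.02, adjusted p = 0.00816, with *Ndp KO;Ptch+/-* replicate 1 alone above background in its group), *Chac1*, an enzyme that degrades glutathione (log2 fold change −4.63, adjusted p = 0.0211, with *Ndp KO;Ptch+/-* replicate 4 the highest), *Nupr1*, a stress-induced regulator of transcription (−4.41, 0.00886), and *Serpina3n*, an acute phase protease inhibitor (−4.00, 0.0410). The rest were *Slc7a3*, a transporter of cationic amino acids (−3.90, 0.00706), *Egr3*, an immediate early transcription factor (4.48 ± 0.52 against 8.36 ± 1.84, 0.0498, with 3 of 4 *Ndp KO;Ptch+/-* MBs under background), and *Gpnmb*, a glycoprotein of macrophages. *Gpnmb* fell by 3.68 on one probe (adjusted p = 0.00440), while its brightest probe had a log2 fold change of −2.31 and did not pass (adjusted p = 0.0712). With 1 tumor left out, *Mgarp* and *Egr3* passed in 1 of 8 fits, *Rgs4* and *Serpina3n* in 2 and *Chac1* in 4. Over 13 other settings the log2 fold change of *Chac1* was −5.46 to −4.06 and that of *Nupr1* −5.06 to −3.94. It was −4.47 to −3.28 for *Serpina3n* and 3.93 to 5.25 for *Mgarp*.
Of 11 genes of MHC class II, 3 were lower (*H2-Ab1*, *H2-Eb1* and *Cd74*), none was higher, and 8 were lower when adjusted over the list alone. The median of 7 members above background was −2.25, or −1.88 with 6 genes at their bound (camera adjusted p = 2.66e-08, or 0.195 with an estimated correlation). Of 22 genes of reactive astrocytes and the acute phase, 9 were lower and none was higher, also when adjusted over the list alone, with a median of −2.15 over 17 members (camera adjusted p = 2.27e-09, or 0.190 with an estimated correlation). They include *Osmr*, a cytokine receptor (−2.29), *Cp*, the copper carrier ceruloplasmin (−3.57, with a second probe at −2.02 that did not pass), *Junb*, an immediate early factor (6.61 ± 0.40 in *Ptch+/-* MBs and near background, 4.41 ± 0.12, in *Ndp KO;Ptch+/-* MBs), *Cebpb*, a factor of the acute phase (−2.81), and *Nfkbiz*, an inhibitor of NF-kB (−2.15, named after its value was seen and passed in 3 of 8 fits with 1 tumor left out). Of 27 genes of the amino acid and integrated stress response, 7 were lower and none was higher, 16 were lower when adjusted over the list alone, and the median of 24 members was −0.65 (camera adjusted p = 2.74e-13, or 0.195 with an estimated correlation). They include *Asns*, asparagine synthetase (−2.38), *Aldh1l2*, a mitochondrial enzyme of folate metabolism (−1.88, not passed on its dimmest probe), and *Sesn2*, a sensor of leucine, which was at least 4.91-fold lower (4.29 ± 0.07 against 6.80 ± 1.08, adjusted p = 0.0357). *Gars*, glycyl-tRNA synthetase, named after its value was seen, was lower as well (−0.71, but not on a second probe, near background). Of 21 p53 targets and cell cycle inhibitors, 4 were lower and none was higher (7 lower and 2 higher when adjusted over the list alone). The 4 were *Sesn2*, *Phlda3*, a p53 target (−2.63), and the kinase inhibitors *Cdkn2a* (−3.32, and −3.94 to −2.98 over 13 other settings) and *Cdkn2b* (−2.39). *Phlda3* and *Cdkn2a* did not pass on their dimmer probes, and with 1 tumor left out *Sesn2* passed in 1 of 8 fits, *Cdkn2b* in 2 and *Cdkn2a* in 4. The list had a median of −0.21 over 18 members (camera adjusted p = 0.00146, or 0.195 with an estimated correlation). Of 15 genes of skeletal muscle, *Cdh15* alone was higher and none was lower, and 2 were higher when adjusted over the list alone. *Myod1*, the myogenic transcription factor, had a log2 fold change of 3.01 (adjusted p = 0.0546), and one of 2.35 to 3.46 over 13 other settings. The median of 7 members was 0.56, or 0.28 with 4 at their bound (camera adjusted p = 0.00197, or 0.195 with an estimated correlation). These 5 lists were drawn up with gene labels of the heatmaps in view, so their counts are not independent evidence of direction. Of 19 immediate early and heat shock genes, *Junb* and *Zfp36*, an mRNA-destabilizing protein (−1.14, passed in 3 of 8 fits with 1 tumor left out), were lower and none was higher, and 5 were lower when adjusted over the list alone. Their median was −0.01 over 16 members (camera adjusted p = 0.0250, or 0.296 with an estimated correlation), and the call ended without *Ndp KO;Ptch+/-* replicate 2 or without *Ptch+/-* replicate 4 (adjusted p 0.0119 to 0.0905 over all settings).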

### Stromal Norrin/Fzd4 signalling regulates lesion induction in the *Ptch^+/−^* cerebellum

In the *Ptch^+/−^* model, MB progression is impacted by both the number of preneoplastic lesions, and the rate at which they transform to established tumors (Corcoran et al., 2008; Pazzaglia et al., 2006a; 2006b; Tanori et al., 2010). To determine the stage of tumorigenesis where stromal Norrin/Fzd4 signalling is critical, we examined lesion formation in cerebella of *Ndp^KO^;Ptch^+/−^* and *Tie2Cre+;Fzd4^fl/fl^;Ptch^+/−^* compound mutants. At P14, the earliest stage when lesions are consistently detected in *Ptch^+/−^* mice, the number of cerebellar lesions in *Ndp^KO^;Ptch^+/−^* and *Tie2Cre+;Fzd4^fl/fl^;Ptch^+/− ^*mutants was increased 3.9-fold and 2.4-fold, respectively, compared their *Ptch^+/−^* littermates (Figure 4A,C). This effect on lesion number was not associated with changes to the *Ptch^+/−^*cerebellum at prior ages, as we failed to detect separable GNP expression profiles or general overgrowth of the EGL in *Ndp^KO^;Ptch^+/−^* versus *Ptch^+/−^* cerebella at P6 (Figure 4—figure supplement 1). Thus, we have revealed an endogenous signalling axis in the preneoplastic microenvironment that plays a protective role during the early stages of Shh-induced tumorigenesis.

**Figure 4.**
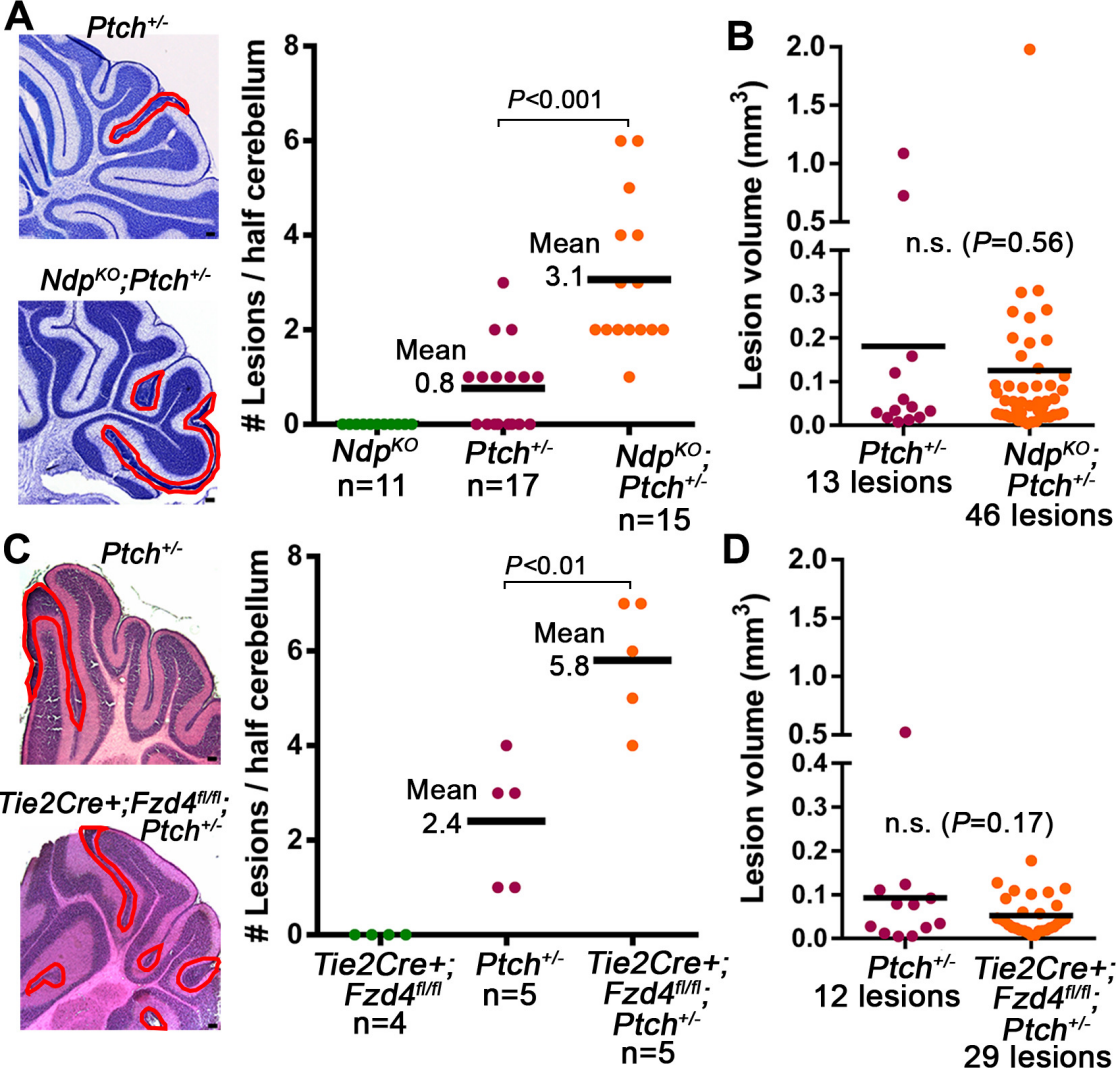
Loss of Norrin/Fzd4 signalling increases lesion formation in P14 *Ptch^+/−^* cerebella. (**A**) Quantification of lesions from serial sections of cresyl violet stained P14 cerebella from *Ndp^KO^*, *Ptch^+/−^* and *Ndp^KO^;Ptch^+/−^* mice. Example lesions are outlined in red, and n indicates the number of mice examined. (**B**) Quantification of lesion volumes from the lesions in **A**. (**C**) Quantification of lesions from serial sections of hematoxylin and eosin (H and E) stained P14 cerebella from *Tie2Cre+;Fzd4^fl/fl^*, *Ptch^+/−^*, and *Tie2Cre+;Fzd4^fl/fl^;Ptch^+/− ^*mice. Example lesions are outline in red, and n indicates number of mice examined. (**D**) Quantification of lesion volumes from the lesions in **C**. Means are denoted by black horizontal lines on graphs. Scale bars, 100 µm. See also Figure 4—figure supplement 1. **DOI:** http://dx.doi.org/10.7554/eLife.16764.006

**Figure 4—figure supplement 1.**
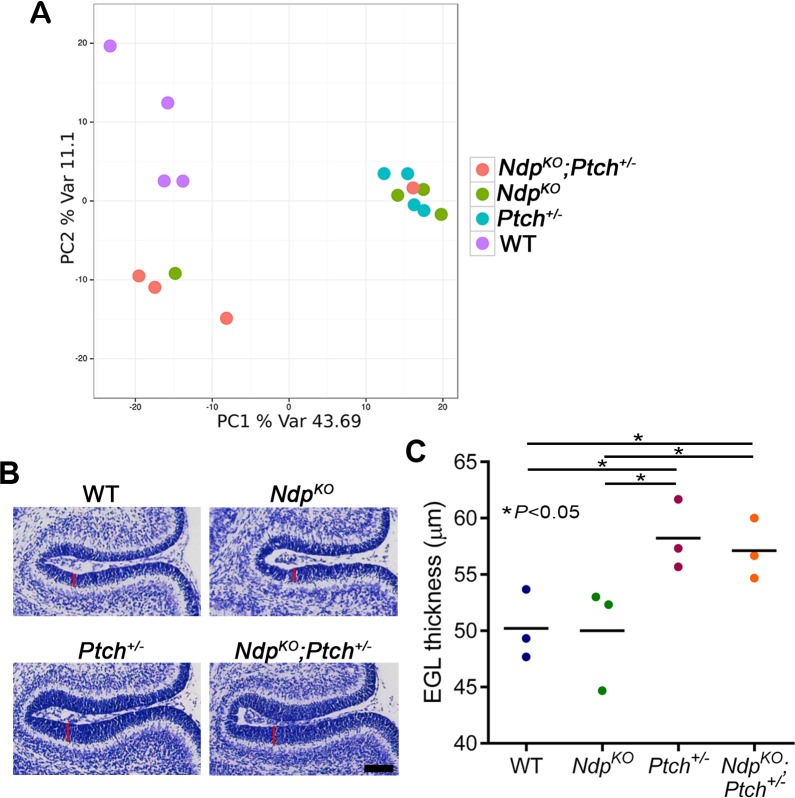
Loss of Norrin signalling in *Ptch^+/−^* mice does not promote general EGL overgrowth or significant changes in GNP gene expression profile . (**A**) Principal component analysis following genome-wide expression array profiling of acutely isolated WT (wild-type), *Ptch^+/−^*, *Ndp^KO^* and *Ndp^KO^;Ptch^+/−^* GNPs (n = 4 animals per group) does not reveal clear separation of mutant GNPs. (**B,C**) Measurements from sections in equivalent cerebellar regions of P6 WT, *Ptch^+/−^*, *Ndp^KO^* and *Ndp^KO^;Ptch^+/−^* GNPs (*n = *3 in each group) show that loss of *Ndp* does not increase EGL thickness in otherwise WT mice, or in *Ptch^+/−^* mice which exhibit an already thickened EGL. Vertical red lines in **B** denote EGL thickness. Means are denoted by black horizontal lines on the graph. Scale bar, 100 µm. **DOI:** http://dx.doi.org/10.7554/eLife.16764.007

### Loss of Norrin/Fzd4 signalling promotes stromal remodelling and angiogenesis in *Ptch^+/−^*lesions

Together with the altered stromal expression signature in *Ndp^KO^;Ptch^+/−^* tumors, our finding of enhanced lesion formation suggests that loss of Norrin/Fzd4 signalling may induce stromal perturbations that impact the earliest stages of MB progression. We therefore compared stromal characteristics in lesions from *Ndp^KO^;Ptch^+/−^* and *Tie2Cre+;Fzd4^fl/fl^;Ptch^+/−^* compound mutants and their *Ptch^+/−^*littermates. Consistent with our previous observations (Figure 1A), immunostaining for CD31 and laminin showed that the majority of *Ptch^+/−^*lesions were poorly vascularized, aside from existing blood vessels associated with the meninges at the cerebellar surface (Figure 5A). In contrast, compound mutant lesions exhibited several hallmarks of angiogenic remodelling, including irregular deposition of ECM (Figure 5A), an increased frequency of mitotic endothelial cells per vessel area (Figure 5B), and an increase in vascular endothelial cell and laminin density (Figure 5C). This vascular remodelling was restricted to lesions, with only rare examples of disrupted morphology associated with the EGL in single *Tie2Cre+;Fzd4^fl/fl^* cerebella (Figure 5—figure supplement 1). Interestingly, while the vast majority of compound mutant lesions were vascularized at P14 (78% *Ndp^KO^;Ptch^+/−^* and 95% *Tie2Cre+;Fzd4^fl/fl^;Ptch^+/−^* versus 24% *Ptch^+/−^*;Figure 5D), compound mutant lesion volume was not increased at this early stage of tumor evolution (Figure 4B,D). Accordingly, we observed vascular remodeling in very small (<0.02 mm^3^) compound mutant lesions (Figure 5—figure supplement 2). Thus, vascular remodelling induced by loss of Norrin/Fzd4 is independent of the increase in lesion volume.

**Figure 5.**
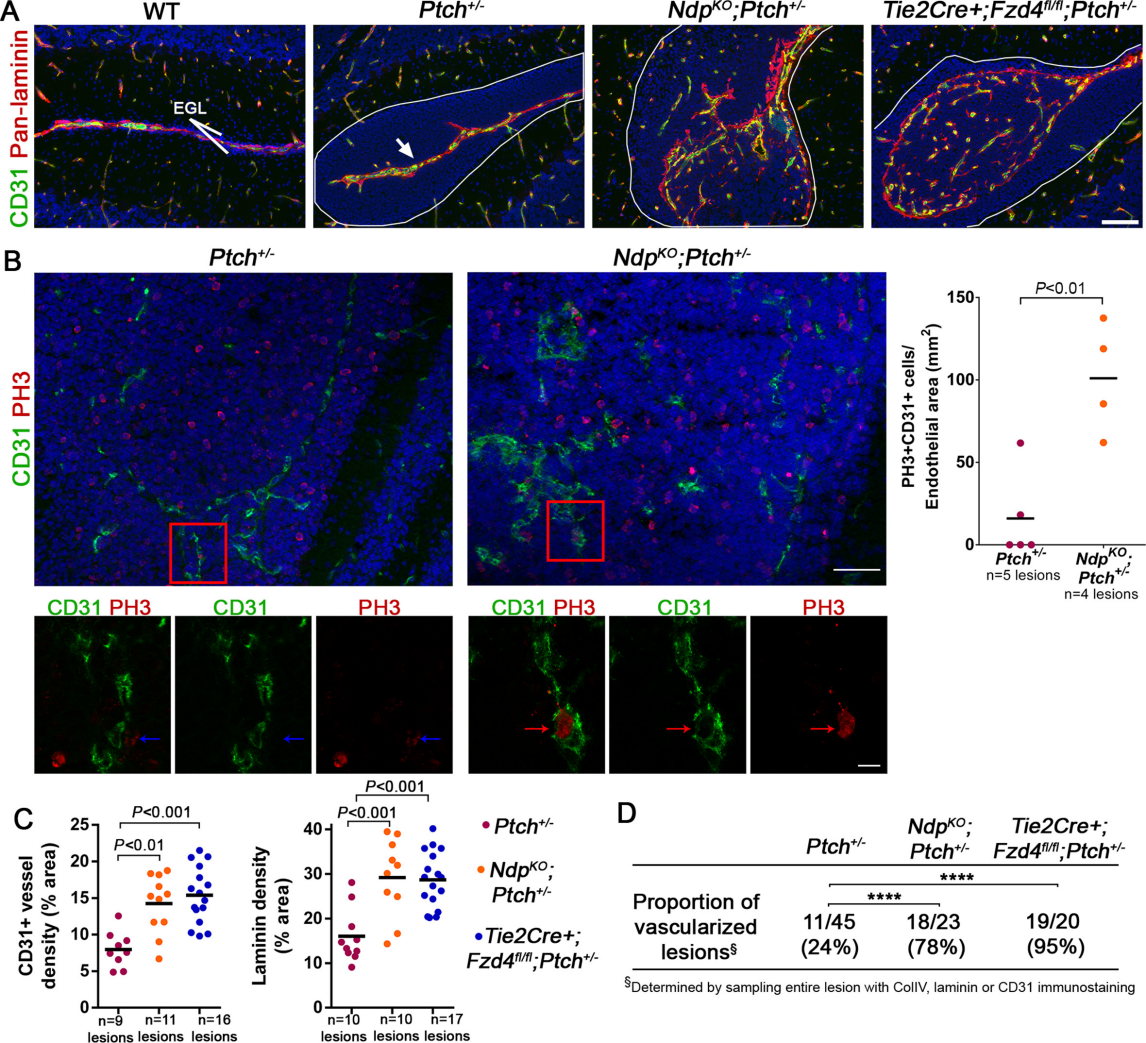
Loss of Norrin/Fzd4 signalling in endothelial cells promotes angiogenic remodeling. (**A**) Co-immunostaining for CD31 and pan-laminin, counterstained with Hoescht (blue), on sections of P14 cerebella from the genotypes indicated. Lesions are outlined in white. Arrow on *Ptch^+/−^* lesion denotes meningeal blood vessels. Scale bar, 100 µm. (**B**) Quantification of mitotic endothelial cells in *Ptch^+/−^* and *Ndp^KO^;Ptch^+/−^* lesions. Top images show co-immunostaining for CD31 and PH3, counterstained with Hoescht (blue), on vascularized P14 lesion sections. Scale bar, 50 µm. Red squares denote areas shown by confocal scans below, where left image depicts the composite maximum intensity projection and the center and right images show individual z-stack slices. Scale bar, 10 µm. Blue arrows denote a PH3+ cell scored as negative for co-localization, whereas red arrows denote a positive co-localization. Graph on right summarizes quantification of double labelled PH3+CD31+ cells per endothelial area. (**C**) Quantification of CD31+ vessel density and laminin density in lesions of *Ptch^+/−^*, *Ndp^KO^;Ptch^+/−^* and *Tie2Cre+;Fzd4^fl/fl^;Ptch^+/−^*. Number of lesions (**n**) examined is indicated on each graph in **B** and **C**, and means are denoted by black horizontal lines. (**D**) Summary of the proportion of vascularized lesions from each genotype. ****p<0.0001. See also Figure 5—figure supplement 1 and 2. **DOI:** http://dx.doi.org/10.7554/eLife.16764.008

**Figure 5—figure supplement 1.**
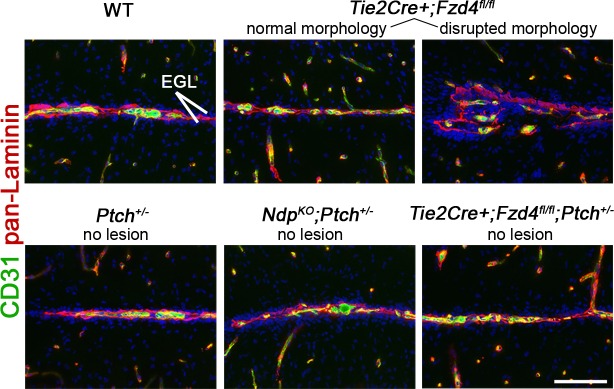
EGL-associated morphology in Norrin/Fzd4-deficient cerebella . Co-immunostaining for CD31 and pan-Laminin from P14 animals of the genotypes indicated. Note that *Tie2Cre+;Fzd4^fl/fl^* cerebella do not develop preneoplastic lesions but exhibit rare foci of disrupted morphology associated with the EGL. 3 lesion-free regions from at least 3 cerebella per genotype were examined. EGL, external granule layer. Scale bars, 100 µm. **DOI:** http://dx.doi.org/10.7554/eLife.16764.009

**Figure 5—figure supplement 2.**
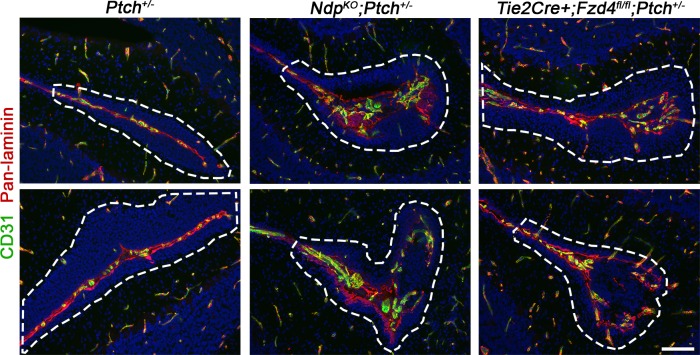
Lesion size is not correlated with vascular remodeling in *Ndp^KO^;Ptch^+/−^* and *Tie2Cre+;Fzd4^fl/fl^;Ptch^+/− ^*compound mutants. Co-immunostaining for CD31 and pan-laminin on cerebellar lesion sections from P14 *Ptch^+/−^, Ndp^KO^;Ptch^+/−^* and *Tie2Cre+;Fzd4^fl/fl^;Ptch^+/−^*mice (lesions outlined in white), to illustrate vascular remodeling in small (<0.02 mm^3^) compound mutant lesions. Scale bars, 100 µm. **DOI:** http://dx.doi.org/10.7554/eLife.16764.010

Consistent with the known role for Norrin/Fzd4 in normal BBB development and function [(Wang et al., 2012) and Figure 6—figure supplement 1A,B], lesions in compound mutants showed a marked loss of vascular integrity, characterized by induction of PLVAP (Figure 6A,B), variable loss of the tight junction protein Claudin-5 (Figure 6A), and leakage of Evans blue (Figure 6C). In contrast, single *Ptch^+/−^* mice never exhibited leaky vessels (Figure 6A–C and Figure 6—figure supplement 1A,B), which is consistent with the positive regulation of BBB maintenance by active Hh signalling (Alvarez et al., 2011). Accordingly, the proportion of leaky lesions was significantly increased in compound mutants compared to *Ptch^+/−^* (Figure 6D). Lesion-associated vessels in compound mutants did not show overt differences in pericyte coverage (Figure 6—figure supplement 1D,E), however, they did exhibit a high frequency of perivascular accumulation of CD45+ leukocytes compared with *Ptch^+/−^* lesions (Figure 6D,E). Together, these results show that loss of Norrin/Fzd4 signalling to endothelial cells accelerates the transition to a tumor-permissive stroma characterized by vascular permeability, inflammation and angiogenic remodelling. These changes are reminiscent of the switch to angiogenesis that promotes the preneoplastic progression of non-central nervous system (CNS) tumors (Baeriswyl and Christofori, 2009), where the range of cellular and molecular players involved include *Angpt2* (Mazzieri et al., 2011; Rigamonti et al., 2014), consistent with our observation of increased *Angpt2* expression in *Ndp^KO^Ptch^+/−^* tumors (Figure 3F).

**Figure 6.**
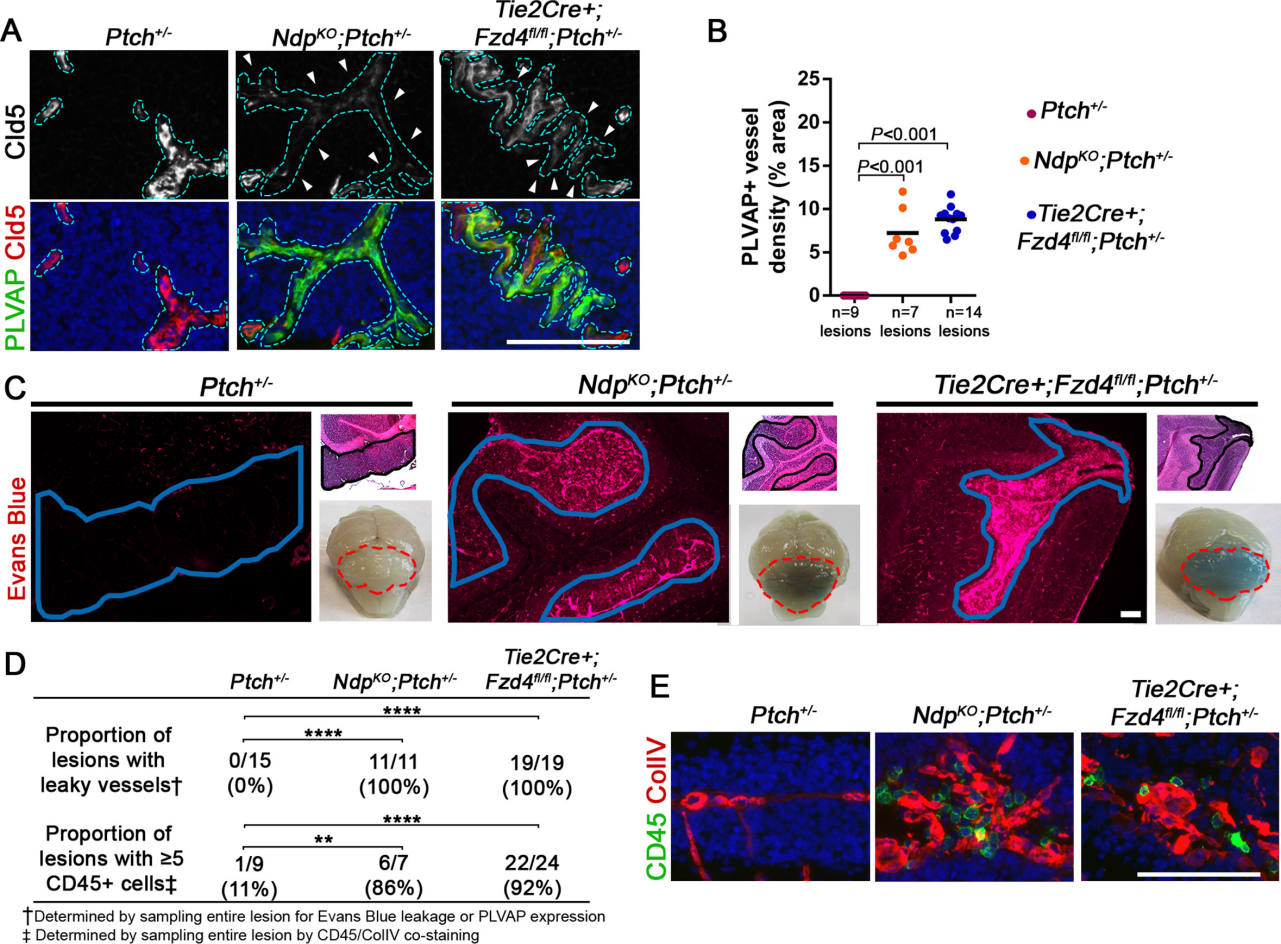
Loss of Norrin/Fzd4 signalling in endothelial cells promotes vessel leakiness in *Ptch^+/−^* lesions. (**A**) Co-immunostaining for PLVAP and Claudin-5 (Cld5) counterstained with Hoescht (blue), on lesion sections of P14 cerebella from the genotypes indicated. Vessels outlined in turquoise. Top images show Cld5 channel only, to illustrate variable reduction in Cld5 expression (arrowheads). (**B**) Quantification of PLVAP+ vessel density in lesions of *Ptch^+/−^*, *Ndp^KO^;Ptch^+/−^* and *Tie2Cre+;Fzd4^fl/fl^;Ptch^+/−^*. Number of lesions (n) examined is indicated on each graph, and means are denoted by black horizontal lines. (**C**) P14 *Ptch^+/−^*, *Ndp^KO^;Ptch^+/−^* and *Tie2Cre+;Fzd4^fl/fl^;Ptch^+/− ^*mice injected with Evans Blue dye prior to sacrifice. Sections containing lesions (outlined in blue) show Evans Blue as red fluorescence, followed by adjacent H and E-stained sections and whole brain images (cerebella outlined in red). (**D**) Summary of the proportion of lesions from each genotype containing leaky vessels or ≥5 CD45+ cells. ****p<0.0001; **p<0.01. (**E**) Co-immunostaining for CD45 and Collagen IV (ColIV) on lesion sections of P14 cerebella. Scale bars, 100 µm. See also Figure 6—figure supplement 1 and 2. **DOI:** http://dx.doi.org/10.7554/eLife.16764.011

**Figure 6—figure supplement 1.**
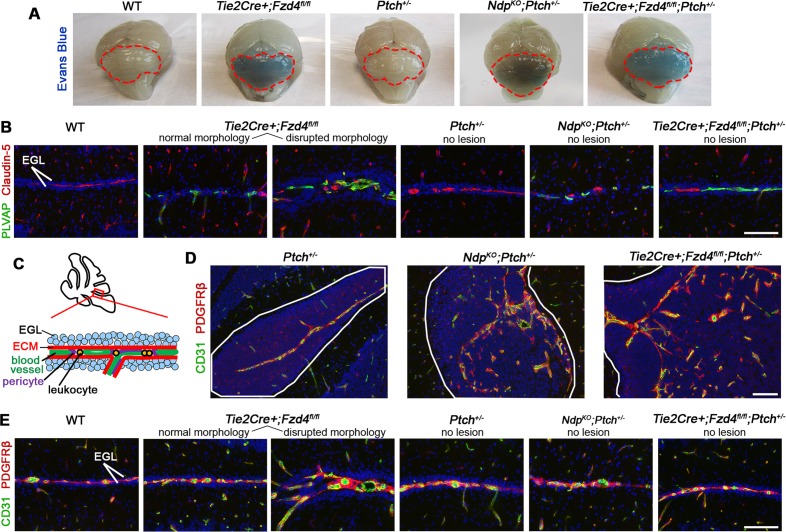
Norrin/Fzd4-mediated cerebellar vascular defects . (**A**) Whole brain images of P14 mice injected with Evans Blue dye prior to sacrifice, to indicate blood brain barrier disruption in the cerebellum (outlined in red) upon loss of Fzd4 signalling irrespective of *Ptch* status, but intact barrier function in WT or single mutant *Ptch^+/−^* cerebella. (**B**) Co-immunostaining for plasmalemmal vesicle associated protein (PLVAP) and Claudin-5 from P14 animals of the genotypes indicated. Note presence of PLVAP+ vessels in all mutants with loss of Ndp/Fzd4. (**C**) Schematic of the relationship between the remaining EGL and surrounding stromal components at the surface of the P14 cerebellum. (**D**) Co-immunostaining for CD31 and the pericyte marker PDGFRβ on P14 cerebellar lesion sections (lesions outlined in white) from *Ptch^+/−^*(n = 8 lesions examined)*, Ndp^KO^;Ptch^+/−^* (n = 7 lesions examined) and *Tie2Cre+;Fzd4^fl/fl^;Ptch^+/− ^*(n = 16 lesions examined). (**E**) Co-immunostaining for CD31 and PDGFRβ on P14 sections from the approximate cerebellar location depicted in **C**, from the genotypes indicated. Immunostains are counterstained with Hoescht (blue). In **B** and **E**, 3 lesion-free regions from at least 3 cerebella per genotype were examined. EGL, external granule layer; ECM, extracellular matrix. Scale bars, 100 µm. **DOI:** http://dx.doi.org/10.7554/eLife.16764.012

**Figure 6—figure supplement 2.**
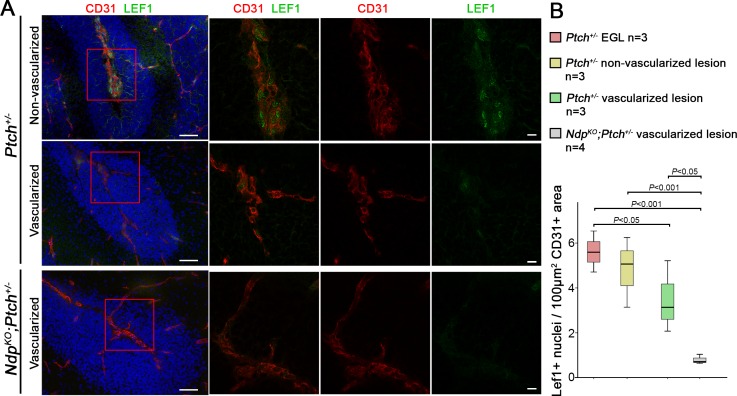
Vascularization of *Ptch^+/−^*and *Ndp^KO^;Ptch^+/−^* lesions is associated with reduced expression of the Wnt target Lef1 in endothelial cells . (**A**) Co-immunostaining for CD31 and Lef1, counterstained with Hoescht (blue), on sections of P14 *Ptch^+/−^*and *Ndp^KO^;Ptch^+/−^* lesions. Scale bar, 50 µm. Red squares denote the area magnified on the right and shown by confocal images of single z-stack slices. Scale bar, 10 µm. (**B**) Quantification of double labelled Lef1+CD31+ cells per endothelial area in *Ptch^+/−^* lesions (vascularized and non-vascularized) and *Ndp^KO^;Ptch^+/−^* lesions. **DOI:** http://dx.doi.org/10.7554/eLife.16764.013

Our findings suggest that Wnt signaling in the endothelium is normally anti-angiogenic, particularly in the context of lesion formation. Therefore, we asked whether vascularization of *Ptch^+/−^* lesions was associated with altered Wnt signalling by examining expression of Lef1, a canonical Wnt target gene (Logan and Nusse, 2004). Endothelial Lef1 expression in P14 *Ndp^KO^;Ptch^+/−^* lesions was significantly reduced compared to P14 *Ptch^+/−^* lesions and EGL (Figure 6—figure supplement 2A,B), confirming the *Ndp* dependence of this marker in the endothelium. While Lef1 expression in the endothelium of non-vascularized *Ptch^+/−^* lesions was similar to that in adjacent EGL, we observed a downregulation of endothelial Lef1 expression in vascularized *Ptch^+/−^* lesions compared to EGL (Figure 6—figure supplement 2B). These data suggest that lesion progression in *Ptch^+/−^* mice may be associated with a reduction in endogenous canonical Wnt activity in the endothelium, which is also consistent with the downward trend in *Ndp* expression during *Ptch^+/−^* lesion progression.

### The tumor-protective microenvironment has an acute requirement for Fzd4 activity

Genetic deletion of *Ndp* or *Fzd4* impacts cerebellar vasculature throughout development and adulthood (Wang et al., 2012; Zhou et al., 2014). Thus, we determined whether we could recapitulate the effects of genetic inactivation on the development of a tumor-permissive stroma by short-term treatment of *Ptch^+/−^*mice with a function blocking Fzd4 antibody (αFzd4), which has been previously shown to effectively cross the BBB and impact retinal vasculature (Paes et al., 2011) (Figure 7—figure supplement 1). αFzd4 treatment of *Ptch^+/−^*mice at P7 and P16 was sufficient to phenocopy the enhanced tumor initiation phenotype of our compound mutant models, increasing MB incidence from 69% in animals injected with anti-keyhole limpet hemocyanin (αKLH) control antibody to 93% in those injected with αFzd4, and significantly reducing mean tumor latency from 167 to 104 days (Figure 7A). Furthermore, a single dose of αFzd4 administered as late as P7 was sufficient to increase number (but not volume) of lesions at P14 (Figure 7B), convert lesions to a leaky vasculature phenotype (Figure 7C,I), and significantly increase the proportion of vascularized lesions compared to αKLH controls (Figure 7D,I). Thus, acute disruption of Fzd4 promotes the conversion to an angiogenic, pro-tumor stroma within seven days, suggesting that continued maintenance of Norrin/Fzd4 signalling creates a tumor-protective microenvironment.

**Figure 7.**
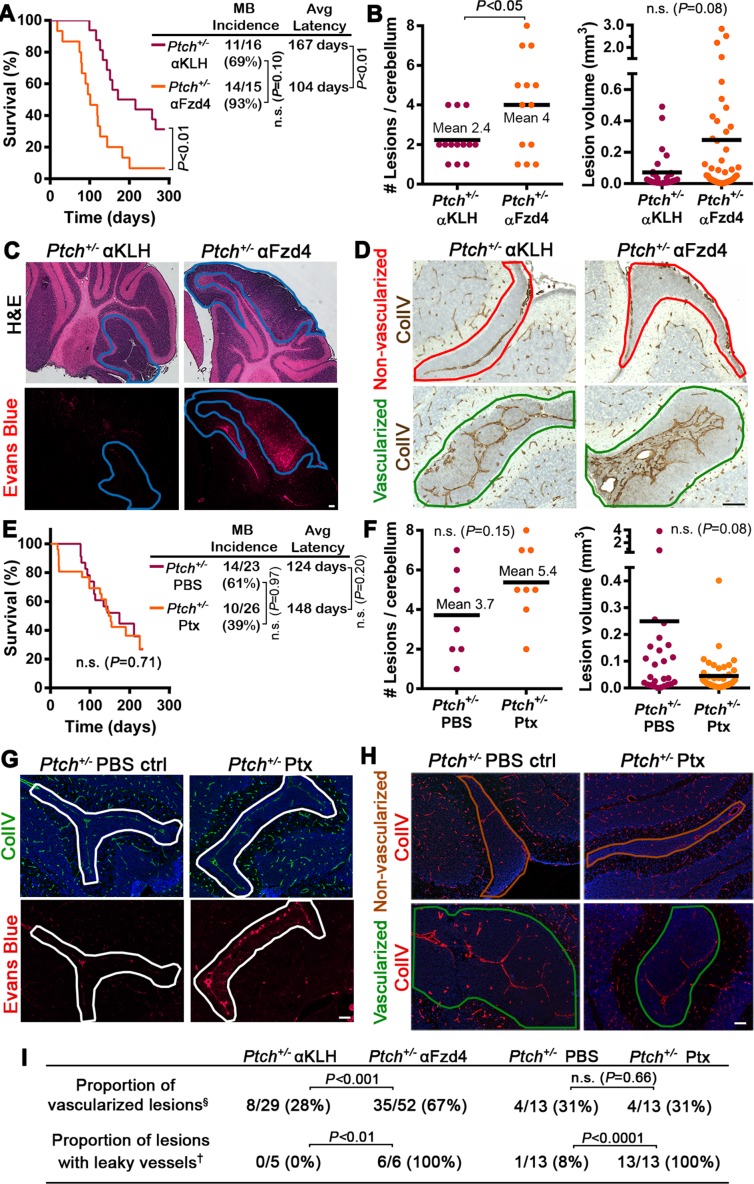
Acute disruption of Fzd4 promotes the conversion to a pro-tumor stroma . (**A**) Kaplan-Meier survival curve comparing *Ptch^+/−^* mice treated with αFzd4 or αKLH isotype matched control antibodies at P7 and P16. All mice died with confirmed MB. Sample sizes, MB incidence and average latency are indicated at right. (**B**) Quantification of lesion number and volume from P14 cerebella of *Ptch^+/−^* mice treated at P7 with αFzd4 (*n = *13 mice, 52 lesions total) or αKLH (*n = *13 mice, 29 lesions total). Means are denoted by black horizontal lines on graphs. (**C**) Lesion images from *Ptch^+/−^* mice treated at P7 with αKLH (*n* = 5 lesions) or αFzd4 (*n = *6 lesions). Mice were injected with Evans Blue dye prior to sacrifice and sampled by H and E staining followed by Evans Blue visualization as red fluorescence on adjacent sections. Lesions outlined in blue. (**D**) Lesion images from *Ptch^+/−^* mice treated at P7 with αKLH (*n* = 29 lesions) or αFzd4 (*n = *52 lesions), immunostained for ColIV and counterstained with hematoxylin, to quantify the proportions of non-vascularized (outlined in red) and vascularized (outlined in green) lesions in each group. (**E**) Kaplan-Meier survival curve comparing *Ptch^+/−^* mice treated with Ptx or PBS vehicle control at P7, P9, P11 and P13. The sudden drop in Ptx-treated survival is a result of four animals dying from brain hemorrhages or seizures. Three other Ptx-treated animals were euthanized due to malocclusion or unknown causes, while all other mice in both groups died with confirmed MB. Sample sizes, MB incidence and average latency are indicated at the right. (**F**) Quantification of lesion number and volume from P14 cerebella of *Ptch^+/−^* mice treated as above with Ptx (*n = *8 mice, 43 lesions total) or PBS (*n = *7 mice, 26 lesions total). (**G**) Lesion images from *Ptch^+/−^* mice treated with Ptx (*n* = 13 lesions) or PBS (*n* = 13 lesions) as above. Mice were injected with Evans Blue dye prior to sacrifice and sampled by ColIV immunostaining followed by Evans Blue visualization as red fluorescence on adjacent sections. Lesions outlined in white. (**H**) Lesion images from *Ptch^+/−^* mice treated with Ptx (*n* = 13 lesions) or PBS (*n* = 13 lesions) as above, immunostained for ColIV to quantify the proportions of non-vascularized (outlined in brown) and vascularized (outlined in green) lesions in each group. (**I**) Summary of *Ptch^+/−^* lesion number and vessel parameters upon treatment with αFzd4 or Ptx. Scale bars, 100 µm. See also Figure 7—figure supplement 1 and 2. **DOI:** http://dx.doi.org/10.7554/eLife.16764.014

**Figure 7—figure supplement 1.**
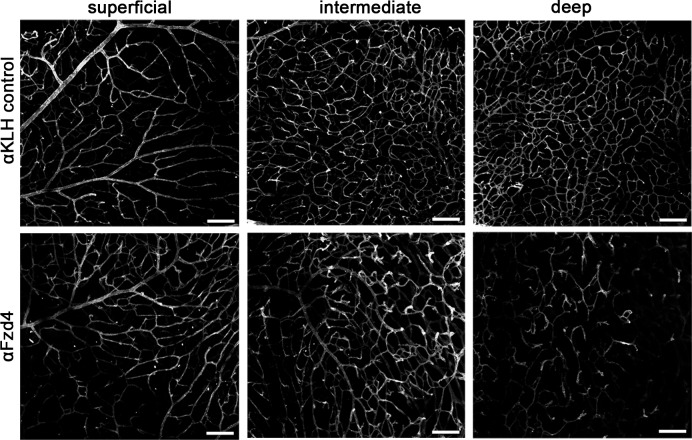
Functional in vivo validation of anti-Fzd4 blocking antibody . Retina whole mount preparations of P14 wild-type mice injected at P7 with a single dose of anti-Fzd4 (αFzd4) blocking antibody (*n = *3) or anti-KLH (αKLH) isotype matched control antibody (*n = *3). Confocal images show slices from the lectin-stained peripheral retina to represent the superficial vascular plexus, and intermediate and deep capillary beds. Note the reduced vascular density and abnormal vascular morphology in the intermediate and deep capillary beds of αFzd4-treated mice, as previously reported (Paes et al., 2011). Scale bars, 100 µm **DOI:** http://dx.doi.org/10.7554/eLife.16764.015

**Figure 7—figure supplement 2.**
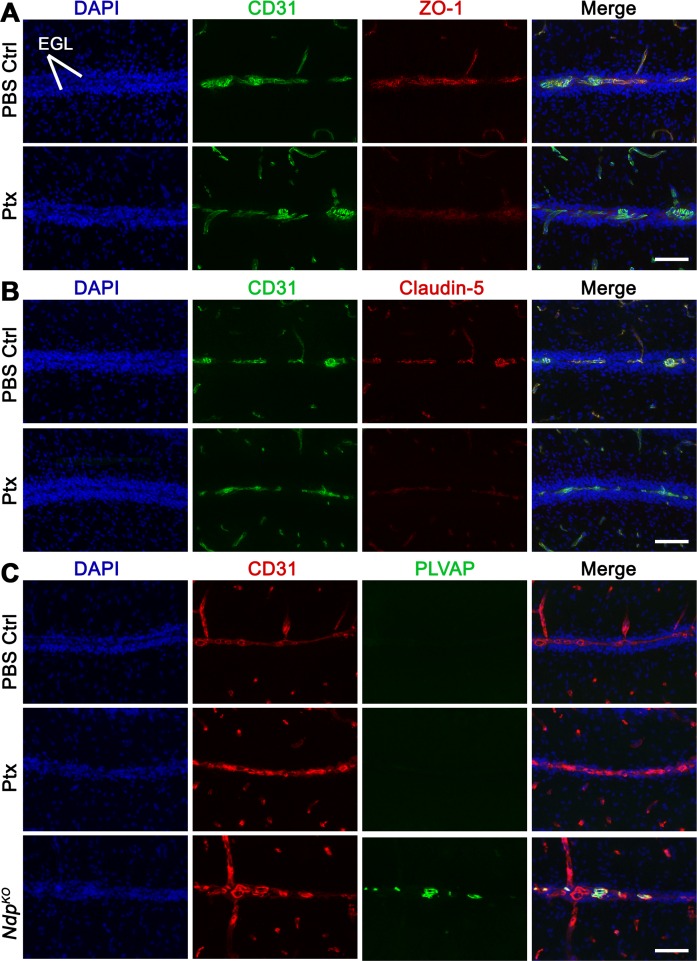
Disruption of cerebellar endothelial cell tight junctions upon treatment with pertussis toxin (Ptx) . (**A-C**) Immunostaining on cerebellar sections from P14 wild-type mice treated with Ptx or PBS control at P7, 9, 11 and 13. At least 6 sections from n = 3 cerebella per treatment group were examined. (**A**) Double labelling with the blood vessel marker CD31 and the tight junction protein zona occludens -1 (ZO-1) reveals a reduction in ZO-1 expression in Ptx-treated animals. (**B**) Double labelling with CD31 and the tight junction protein claudin-5 shows a variable reduction in claudin-5 expression in Ptx-treated animals. (**C**) Double labelling with CD31 and the fenestrated endothelial cell marker plasmalemmal vesicle associated protein (PLVsAP) demonstrates that Ptx-induced blood brain barrier disruption is PLVAP-independent. Positive PLVAP immunostaining in an *Ndp^KO^* cerebellum (bottom row) is shown as a control. Scale bars, 100 µm. **DOI:** http://dx.doi.org/10.7554/eLife.16764.016

### Ptx-Induced BBB disruption does not affect *Ptch^+/−^* tumorigenesis

To further examine what feature of the Norrin/Fzd4-deficient vasculature is pro-tumorigenic, we teased apart the impact of vessel permeability alone using pertussis toxin (Ptx), a stimulator of mouse BBB disruption (Clifford et al., 2007). Ptx treatment compromised paracellular permeability in the P14 cerebellum by disrupting endothelial cell tight junctions via reduced ZO-1 and Claudin-5 expression, accompanied by Evans Blue leakage (Figure 7—figure supplement 2A,B and data not shown). This Ptx-mediated effect on BBB integrity was independent of PLVAP induction (Figure 7—figure supplement 2C), an indicator of transcellular openings (Stan et al., 2004). Ptx treatment of *Ptch^+/−^*mice did not affect MB incidence or latency compared to *Ptch^+/−^* PBS-injected controls (Figure 7E). Furthermore, despite vascular permeability as seen by Evans Blue leakage in lesions of Ptx-treated *Ptch^+/−^*mice, the number, volume and proportion of vascularized lesions were not changed (Figure 7F–I). Although Ptx has been shown in certain contexts to inhibit Hh signalling by disrupting Gαi protein coupling to Smoothened (Riobo et al., 2006), our failure to observe changes in lesion number or MB latency suggests that GNP proliferation was not suppressed in this system. These data show that Ptx-induced BBB disruption alone does not drive lesion formation, lesion angiogenesis, or tumor initiation.

### Loss of Norrin signalling accelerates *Ptch* LOH in *Ptch^+/−^* MB

The striking acceleration of *Ptch^+/−^*MB initiation observed upon loss of Norrin/Fzd4 activity (Figure 2A–C) prompted us to assess indicators of GNP growth and malignant progression. We first observed a modest, but significant, increase in the mitotic index of P14 lesions of *Ndp^KO^;Ptch^+/−^* mutants compared to their *Ptch^+/−^*counterparts (Figure 8A), which was not counterbalanced by enhanced cell death or differentiation, as *Ndp^KO^;Ptch^+/−^* lesions exhibited less Cleaved Caspase 3 immunostaining and comparable expression levels of the differentiation marker NeuN compared to their *Ptch^+/−^*littermates (Figure 8A). Interestingly, this increased mitotic index did not translate into increased lesion volume at this stage (Figure 4B,D). We examined the relationship between proliferating GNPs and lesion vasculature by Pax6/CD31/EdU triple staining, and found that Pax6+EdU+ S-phase GNPs were present in the vicinity of blood vessels in *Ptch*^+/−^ or *Ndp^KO^;Ptch*^+/−^ lesions (Figure 8—figure supplement 1). In the *Ptch^+/−^* MB context, enhanced proliferation and DNA damage in pre-malignant GNPs leads to increased incidence and decreased latency of MB (Ayrault et al., 2009; Leonard et al., 2008; Mille et al., 2014; Uziel et al., 2005). Here, *Ptch* loss of heterozygosity (LOH; where the remaining wild-type *Ptch* allele is inactivated) is a well-established indicator of malignant progression in this model (Mille et al., 2014; Pazzaglia et al., 2006a; 2006b). To determine if Norrin/Fzd4 signalling affects the rate of *Ptch* LOH, we microdissected GNPs from lesions in *Ptch*^+/−^ and *Ndp^KO^;Ptch*^+/−^ cerebella at P14, and determined *Ptch* LOH status by detection of wild-type *Ptch* transcript (Figure 8B). At this stage, the frequency of *Ptch* LOH was increased in *Ndp^KO^;Ptch*^+/−^ lesions (9/17) compared to *Ptch^+/−^* lesions (3/14). Thus, the shorter MB latency observed upon *Ndp* loss-of-function is characterized by an accelerated rate of *Ptch* LOH.

**Figure 8.**
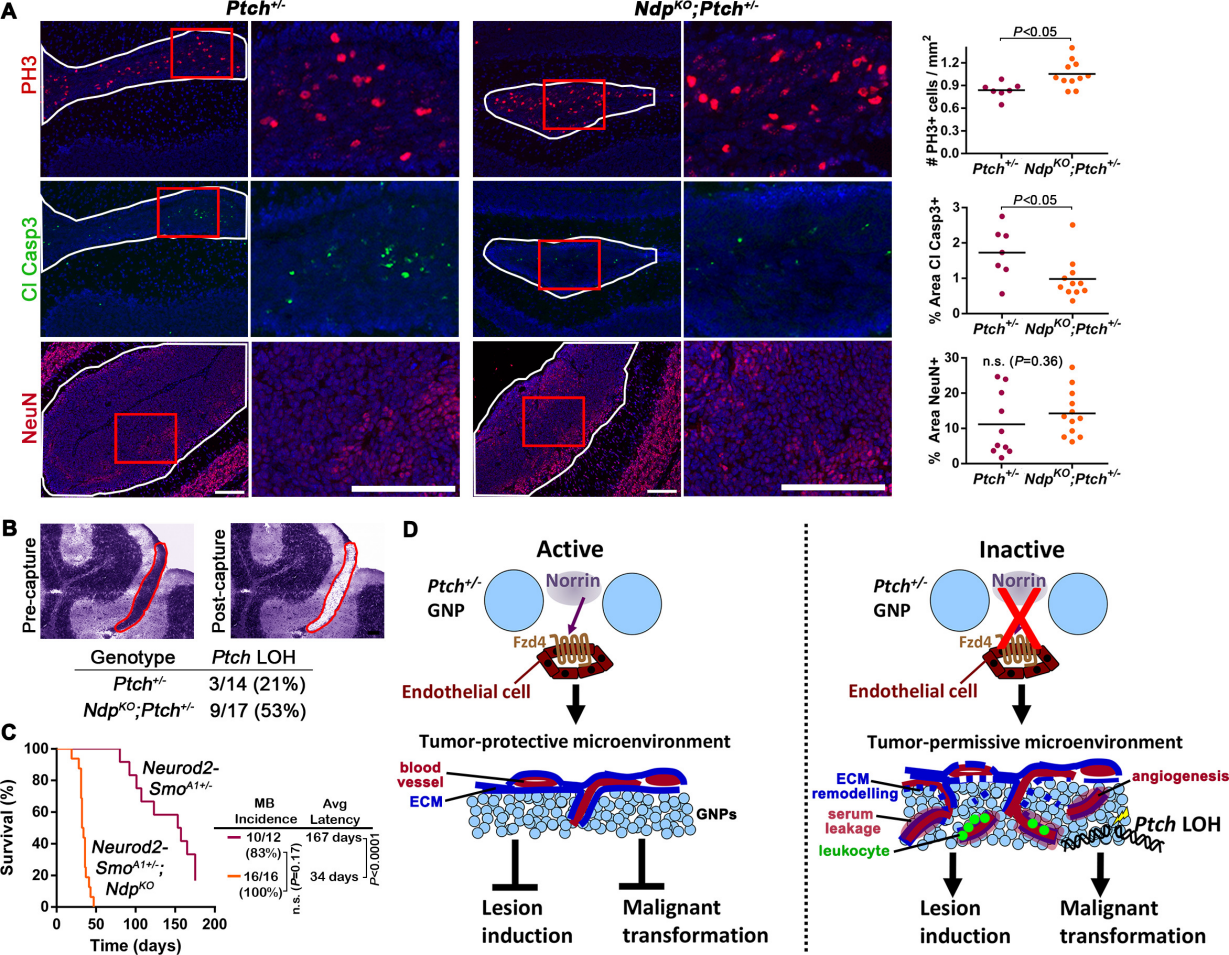
Loss of Norrin signalling accelerates the transition to malignancy in *Ptch^+/−^* lesions. (**A**) Immunostaining and quantification of proliferation (PH3; *n=*7 *Ptch^+/−^*lesions and *n=*11 *Ndp^KO^;Ptch^+/−^* lesions), apoptosis (cleaved caspase 3; *n=*7 *Ptch^+/−^*lesions and *n=*11 *Ndp^KO^;Ptch^+/−^* lesions) and differentiation (neuronal nuclear protein NeuN; *n=*10 *Ptch^+/−^*lesions and *n=*12 *Ndp^KO^;Ptch^+/−^* lesions) on P14 cerebellar lesions (outlined in white) counterstained with Hoescht (blue). Areas in red boxes are magnified at right. Means are denoted by black horizontal lines on graphs. (**B**) Frequency of *Ptch* loss of heterozygosity (LOH) in lesions of P14 *Ptch^+/−^* and *Ndp^KO^;Ptch^+/−^* mice, determined by wild-type allele-specific detection of *Ptch* transcripts from microdissected lesions. Example images depict a toluidine blue-stained cerebellar section pre- and post-laser capture (lesion outlined in red). (**C**) Kaplan-Meier survival curve to assess the impact of *Ndp* deletion in the *Neurod2-Smo^A1+/−^*model of MB (**D**) Schematic to illustrate the effects of Norrin/Fzd4 signalling on *Ptch^+/− ^*MB progression. n.s., not significant. ECM, extracellular matrix. Scale bars, 100 µm. See also Figure 8—figure supplement 1. **DOI:** http://dx.doi.org/10.7554/eLife.16764.017

**Figure 8—figure supplement 1.**
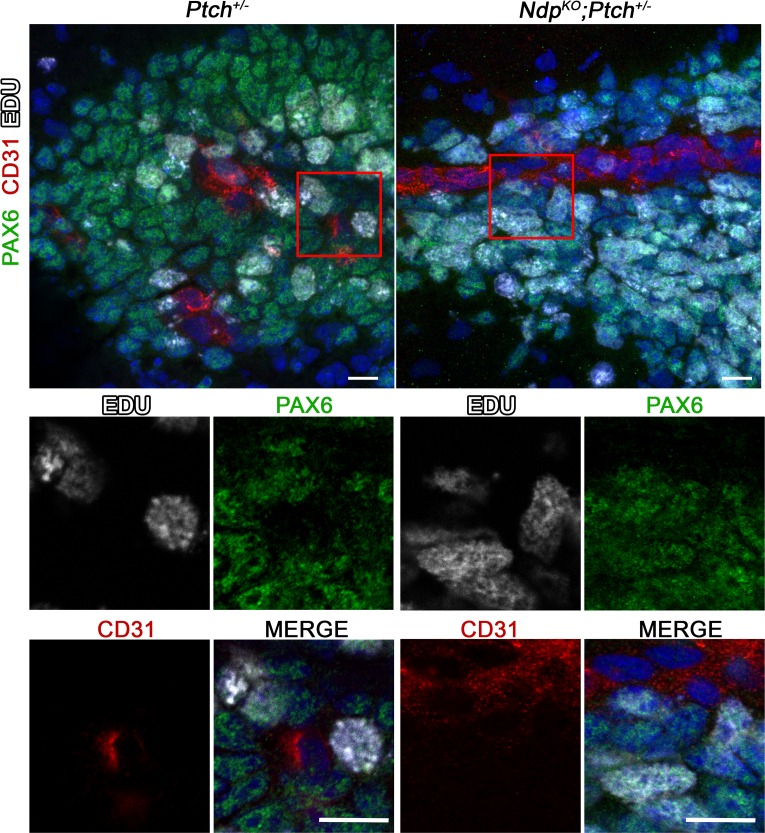
Proliferating GNPs are present in the vicinity of blood vessels in *Ptch^+/−^*and *Ndp^KO^;Ptch^+/−^* lesions . Confocal images of triple staining for Pax6, CD31 and EdU in lesions from P14 *Ptch^+/−^*(n = 2) and *Ndp^KO^;Ptch^+/−^* (n = 3) mutants pulsed with EdU prior to sacrifice. Top row depicts composite maximum intensity projections, and boxed areas are shown below as individual z-stack slices. Scale bars, 10 µm. **DOI:** http://dx.doi.org/10.7554/eLife.16764.018

To address whether the tumor inhibitory effect of Norrin/Fzd4 signaling extends to models of Shh-MB that do not require *Ptch* LOH for progression, we used the *Neurod2-Smo^A1^* transgenic mouse, a Shh-MB model where an oncogenic form of Smoothened with an activating point mutation SmoA1 is expressed in GNPs (Hallahan et al., 2004). Deletion of *Ndp* dramatically accelerated cerebellar tumorigenesis in *Neurod2-Smo^A1+/−^* mice, reducing mean latency almost 5-fold, from 167 to 34 days (Figure 8C). Thus, the tumor inhibitory effects of Norrin signaling extend to oncogene-driven Shh MB.

## Discussion

### A novel link between stromal signalling and MB initiation

Stromal elements are increasingly recognized as critical to the initiation and progression of many tumor types, however little is known about the contribution of the microenvironment to MB evolution. By exploiting the multi-step nature of tumorigenesis in the *Ptch^+/−^*mouse model, we have described a novel stromal interaction regulating *Ptch^+/−^* MB initiation and identified a previously unrecognized angiogenic component to the earliest tumorigenic events in the MB microenvironment (Figure 8D). We uncovered a cellular mechanism behind this effect, identifying endothelial cells as the mediators of a potent tumor inhibitory signal that acts during preneoplasia and oncogenic transformation. Furthermore, we identified the Norrin/Fzd4 pathway as an endogenous signalling axis that can be manipulated to target this pre-tumor/stromal relationship. The importance of Wnt signalling in brain tumor vasculature has been demonstrated in established human glioma, where tumor cell-derived Wnt ligand normalizes vasculature and inhibits angiogenesis (Reis et al., 2012), and in Wnt-MB, where tumor cells secrete Wnt inhibitors to disrupt BBB stability (Phoenix et al., 2016). Here we have extended the concept of tumor-stroma crosstalk via Wnt signalling to the earliest stages of tumorigenesis in the brain.

### Norrin/Fzd4 signalling and human tumor progression

Mutations in Norrin/Fzd4 pathway components cause a spectrum of human pathologies, including vascular disorders with retinal and cerebellar phenotypes (Gilmour, 2015; Liu et al., 2010; Romaniello et al., 2013). However, the role of this signalling axis in the vasculature has not been explored in human tumorigenesis. Based on our data, one might predict an inverse relationship between *NDP* levels and outcome in human Shh-MB (such as earlier age of onset or reduced survival). While we did observe a trend towards reduced survival in Shh-MB patients with the lowest levels of *NDP* transcript, *NDP* mRNA levels are generally high in human Shh-MB, suggesting a potential protective role for this pathway. However, transcript abundance may not be a universal indicator of Norrin pathway activation. Notably, the activities of several angiogenic factors, including VEGF and FGF, are regulated at the level of protein bioavailability (Hynes, 2009), requiring release from the ECM to mediate angiogenesis in pre-tumor lesions (Bergers et al., 2000; Nozawa et al., 2006). Interestingly, Norrin also associates with the ECM (Perez-Vilar and Hill, 1997). We also note that, given the clonal evolution patterns resulting in tumor heterogeneity within established mouse and human Shh-MB (Wu et al., 2012), early initiation events will not necessarily be reflected in expression profiles of the evolved tumors in patient tumor banks. Nonetheless, given the known role of Wnt-mediated neural/endothelial crosstalk in CNS vascular development and pathology (Engelhardt and Liebner, 2014; Phoenix et al., 2016; Ye et al., 2010b), our work highlights the importance of further examining the Norrin/Fzd4 pathway in the human MB progression, including a potential prophylactic role in susceptible individuals.

### The preneoplastic niche and *Ptch^+/− ^*MB initiation

*Ptch^+/−^* MB incidence and latency can be altered by modulating several pathways involved in proliferation and DNA damage (Ayrault et al., 2009; Briggs et al., 2008; Uziel et al., 2005; Wetmore et al., 2001); however there are few factors known to conclusively impact the number of preneoplastic lesions or their transition to malignancy. *Ptch^+/−^* lesion induction is known to be mediated by growth or differentiation regulators [*Igf1*, *Ccnd1*, *Tis21* (Farioli-Vecchioli et al., 2012; Pogoriler et al., 2006; Tanori et al., 2010)] and by radiation or interference with DNA repair (Malek et al., 2011; Pazzaglia et al., 2006a; 2006b), whereas progression of lesions to malignancy is enhanced by the growth promoting factors *Igf2*, *Mycn*, Shh co-receptor *Boc* and by the evasion of p53-induced senescence (Corcoran et al., 2008; Kessler et al., 2009; Mille et al., 2014; Tamayo-Orrego et al., 2016). Here, we introduce the concept that a permissive preneoplastic microenvironment will significantly enhance *Ptch^+/−^* lesion induction and tumor initiation. We have linked the pro-tumor stroma induced by loss of Norrin/Fzd4 signalling to increased GNP proliferation and accelerated *Ptch* LOH, both events that are known to increase the incidence and decrease latency of *Ptch^+/−^* MB (Ayrault et al., 2009; Mille et al., 2014; Pazzaglia et al., 2006a; 2006b; Uziel et al., 2005). These data add to accumulating evidence that development of an oncogenic niche supports the growth and transformation of preneoplastic cells (Barcellos-Hoff et al., 2013). Although beyond the scope of our study to investigate in detail, the persistence of stromal changes in *Ndp^KO^;Ptch*^+/−^ established tumors highlights the relevance of examining the ongoing role of tumor-stroma crosstalk in the growth of MB.

### Blood vessels as mediators of tumorigenesis in the *Ptch^+/−^* cerebellum

We have identified several Norrin/Fzd4-dependent stromal abnormalities associated with MB initiation, and our data suggest that disrupting the paracellular barrier property of the endothelium alone is not causal. Similarly, a recent study showed that modulation of Wnt-mediated BBB characteristics in orthotopic transplants of established mouse MB did not impact the tumor incidence or survival (Phoenix et al., 2016). We recognize that *Ptch^+/−^* vascular endothelial cells in the germ-line *Ptch^+/−^* model may exhibit elevated Hh pathway activity; however this is a positive regulator of BBB formation (Alvarez et al., 2011). Furthermore, our data showing dramatic acceleration of tumor formation upon deletion of *Ndp* from the *Neurod2-Smo^A1^* MB model demonstrate that Norrin-dependent effects on tumorigenesis are independent of *Ptch* status in the endothelium. We also note that while Ptx treatment disrupted junctional protein expression in the cerebellar endothelium, this was not accompanied by induction of PLVAP, therefore we cannot rule out transcellular permeability as a possible feature of the pro-tumor stroma, or the possibility that the severity of BBB disruption is important.

Our work suggests that attenuation of Wnt signaling in endothelial cells and vascular invasion are endogenous factors regulating *Ptch^+/−^* lesion progression. These data are consistent with the finding that, although Norrin activity is not fully absent in *Ptch^+/−^* lesions (indicated by a largely intact BBB) *Ndp* expression is downregulated as a function of tumorigenesis. The exact mechanism by which endothelial cells deficient in Norrin/Fzd4 signalling could alter the *Ptch^+/−^* preneoplastic niche and affect GNPs remains to be determined. In *Tie2Cre+;Fzd4^fl/fl^* mutants, we detected rare foci of disrupted morphology involving EGL-associated vessels, suggesting that surface vasculature adjacent to the EGL is particularly susceptible to Norrin-mediated instability. Thus, the interaction between *Ptch^+/−^* GNPs and endothelial cells lacking Norrin/Fzd4 pathway activation may provide a unique setting for lesion growth and vascular invasion. Interestingly, previous work analyzing the transcriptomes of *Fzd4^KO^* versus *Fzd4* WT endothelial cells isolated from the adult mouse retina and P16 cerebellum (Ye et al., 2009) showed that *Fzd4*-deficient endothelial cells exhibit transcript enrichment for genes known to promote both GNP growth (*Igf1*) and angiogenesis (*Angpt2* and *Esm1*, both of which were upregulated in *Ndp^KO^;Ptch*^+/−^ versus *Ptch*^+/−^ MB). However, we have not ruled out the possibility that inflammation is involved. The *Tie2Cre* driver used to delete *Fzd4* is also expressed in hematopoietic lineages (Tang et al., 2010), which, combined with our observation of leukocyte accumulation in *Ndp/Fzd4*-deficient lesions, leaves open the prospect of an immune cell-mediated component within the pro-tumor stroma.

### The permissive preneoplastic niche: A recurring feature of multistage tumor models

In tumors with defined stages of progression, such as pancreatic and breast cancer, the interaction between preneoplastic cells and their surrounding stroma is recognized as a critical modulator of tumor evolution (Coussens et al., 1996; Gullino, 1978; Hanahan and Folkman, 1996; Lin et al., 2006). Mouse models of these tumors have shown that the angiogenic switch, in particular, occurs prior to malignancy and may be a rate limiting step for tumor initiation (Giraudo et al., 2004; Hanahan et al., 1996; Lin et al., 2006; Smith-McCune et al., 1997). Here, we examined cerebellar lesions at the earliest stage that they are consistently detected in the *Ptch^+/−^* cerebellum, P14. At this stage, although we detected a modest increase in proliferation and accelerated *Ptch* LOH in *Ndp^KO^;Ptch^+/−^* mutants, we did not find that disruption of Norrin/Fzd4 activity was associated with an increase in lesion volume. These data reflect previous studies in pancreatic and breast tumor models, where the angiogenic switch was not correlated with size in early-stage lesions, but was instead associated with, and required for, the transition from preneoplasia to malignancy (Folkman et al., 1989; Lin et al., 2006). Following this transition, transformed lesions will clearly have a growth advantage. The mechanism by which blood vessels in the pre-tumor microenvironment can promote transformation is not defined. Undoubtedly, further delineating the molecular events mediating crosstalk between preneoplastic cells and stromal elements will be important for understanding tumorigenesis in multiple cancers.

## Materials and methods

### Mice

All experiments were approved by the University of Ottawa Animal Care Ethics Committee and adhered to the guidelines of the Canadian Council on Animal Care (CCAC). *Ndp^KO^* mice (RRID:MGI:4414648), generated by disruption of the *Ndp* locus by a *lacZ*-containing cassette were obtained from Lexicon Pharmaceuticals (Junge et al., 2009) and maintained by interbreeding on a mixed background. *Ndp* is an X-linked gene, therefore *Ndp^KO^* males and females have *Ndp^−/y^* and *Ndp^−/−^* genotypes, respectively. *Ndp^−/y^* males were used for *lacZ*-based reporter expression analysis in Figure 1. *Ndp^−/−^* females are infertile, therefore the experimental cross to generate *Ndp^KO^;Ptch^+/−^* compound mutants and littermate controls must be performed by crossing *Ndp^+/−^* females with *Ptch^+/−^* males. Thus, the *Ndp^KO^* and *Ndp^KO^;Ptch^+/−^* genotypes are restricted to male mice carrying the *Ndp^−/y^* allele, whereas additional controls include both sexes. *Ptch^+/−^* (RRID:MGI:2177702), *Tie2Cre* (RRID:IMSR_JAX:008863), *Atoh1Cre* (RRID:IMSR_JAX:011104), and *Fzd4^fl/fl^* (RRID:MGI:4412187), mice were obtained from Jackson Laboratories and maintained on a C57BL/6 background. *Tie2Cre+;Fzd4^fl/fl^*females are infertile, therefore *Tie2Cre+;Fzd4^fl/fl^;Ptch^+/−^*compound mutants were generated by crossing *Fzd4^fl/fl^;Ptch^+/−^* females with *Tie2Cre+;Fzd4^fl/fl^* males. *Neurod2-Smo^A1^* mice (Hallahan et al., 2004) were maintained as homozygotes (RRID:MGI:3831004), crossed with *Ndp^+/−^* females, and tumors were monitored in *Neurod2-Smo^A1+/−^;Ndp^-/y^* and *Neurod2-Smo^A1+/−^;Ndp^+/y^* littermates. In every experiment, all compound mutants were compared to single mutant or wild-type controls from the same breeding cohort to ensure matched backgrounds. In Kaplan-Meier survival curve studies, mice were continually monitored and sacrificed upon display of advanced tumor symptoms or other adverse health effects as per CCAC endpoint guidelines. All animals were dissected to confirm presence or absence of medulloblastoma.

### Antibodies

The following primary antibodies were used for immunostaining:

**Table:** 

**Antibody**	**Source**	**dilution**
rabbit anti-mouse collagen IV	AbD Serotec 2150–1470 RRID:AB_2082660	1:1000
rat anti-mouse CD31	clone MEC13.3, BD Biosciences 550274 RRID:AB_393571	1:200
rabbit anti-pan-laminin	Abcam ab11575 RRID:AB_298179	1:500
rabbit anti-NeuN	Millipore ABN78 RRID:AB_10807945	1:1000
rabbit anti-phospho-histone H3	Millipore 06–570 RRID:AB_310177	1:500
rat anti-mouse PLVAP	clone MECA-32, BD Biosciences 553849 RRID:AB_395086	1:100
rabbit anti-mouse Claudin-5	Thermo Fisher 34–1600 RRID:AB_2533157	1:500
rat anti-mouse CD45R	clone RA3-6B2, BD Biosciences 550286 RRID:AB_393581	1:100
rabbit anti-active caspase-3	clone C92-605, BD Biosciences 559565 RRID:AB_397274	1:200
rabbit anti-Pax6 (Figure 1)	Covance PRB-278P RRID:AB_2313780	1:500
rabbit anti-Pax6 (Figure 8—figure supplement 1)	Thermo Fisher 426600 RRID:AB_2533534	1:300
rat anti-myelin basic protein	AbD Serotec MCA409S RRID:AB_325004	1:100
mouse anti-β-tubulin isotype III	clone SDL.3D10, Sigma-Aldrich T8660 RRID:AB_477590	1:1000
rabbit anti-GFAP	Sigma-Aldrich G9269 RRID:AB_477035	1:1000
rabbit anti-PDGF receptor beta	Abcam ab32570 RRID:AB_777165	1:100
rat anti-mouse Endomucin	Santa Cruz sc-65495 RRID:AB_2100037	1:250
mouse anti-ZO-1	Thermo Fisher 339100 RRID:AB_2533147	1:300
Rabbit anti-LEF1	Clone C12A5, Cell Signaling 2230 RRID:AB_823558	1:250

### Tissue processing

For fixed tissue, pups younger than 14 days old were decapitated and brains were removed and placed directly into fixative. Animals 14 days and older were anesthetized and cardiac perfusion was performed using 10 ml of PBS then 10 ml of fixative, followed by dissection of the brain. Brains used for histological stains, Evans Blue visualization, in situ hybridization or immunostaining were then fixed in 4% paraformaldeyhyde (PFA) overnight at 4°C, whereas brains used for X-gal staining were fixed in 2% PFA with 2 mM MgCl_2_ and 1.25 mM EGTA (ethylene glycol tetraacetic acid) for 45 min at 4°C. All tissues were then washed in PBS, cryoprotected in 30% sucrose/PBS overnight at 4°C, and embedded in a 50:50 mixture of OCT:30% sucrose by freezing in chilled 2-methylbutane. For fresh frozen tissue, unfixed brains were dissected and embedded as described above. If used for immunostaining, cardiac perfusion was performed using 10 ml of cold PBS before dissection. For laser capture microdissection, tissue was immediately dissected and embedded without perfusion, for maximum RNA integrity.

### Granule neuron progenitor (GNP) isolation

GNPs from the EGL or lesion-associated GNPs from P14 and P30 *Ptch^+/−^* mice were purified from cerebella by percoll gradient separation and pre-plating, as described previously (Oliver et al., 2005). Cells were then transferred to PDL-coated glass coverslips to proceed with immunostaining, or pelleted and immediately resuspended in lysis buffer for subsequent RNA extraction.

### Immunostaining

#### PFA-fixed brain tissue

(immunostains in Figure 1, Figure 3 top row, Figures 7 and 8) Brains were sectioned sagittally in a Leica CM1850 cyrostat at 12 µm onto Superfrost Plus positively charged slides (Fisher Scientific), air dried for 1–2 hr, and stored with desiccant at −20°C. Prior to immunostaining, antigen retrieval was performed in 10 mM sodium citrate buffer (pH 6) in a rice steamer. Slides were blocked with 10% normal serum in TBLS (tris-buffered saline containing 1% bovine serum albumin and 10 mM lysine) for 30 min at room temperature, and antibodies were diluted in TBLS and incubated overnight at 4°C. Sections were incubated with Alexa fluor secondary antibodies (Molecular Probes) at 1:1000 for 1 hr at room temperature, and nuclei were stained with Hoescht before coverslipping with fluorescence mounting medium (Dako S3023). For co-immunostains, both primaries and both secondaries were incubated simultaneously.

The following modifications were performed for peroxidase-based immunohistochemistry (IHC): Before blocking, endogenous peroxidases were quenched by incubating slides in 0.3% hydrogen peroxide in PBS for 15 min at room temperature. Biotinylated secondary antibodies were used at 1:200 (Dako), followed by incubation with avidin-biotin peroxidase (Vector Laboratories, PK-4000) for 40 min at room temperature, color development with 2.5% diaminobenzidine, and a brief counterstain with hematoxylin before mounting in 50:50 glycerol:PBS.

#### Acetone-fixed brain sections

(immunostains in Figure 3B, Figure 5, Figure 6, Figure 3—figure supplement 1, Figure 5—figure supplement 1 and 2, Figure 6—figure supplement 1 and 2, Figure 7—figure supplement 2, and Figure 8—figure supplement 1) Fresh frozen brains were cryosectioned at 12 µm onto Superfrost Plus positively charged slides (Fisher Scientific), air dried for 1–2 hr, and slides were dipped in acetone for 20 s prior to storage at −80 until staining. Before staining, slides were fixed in ice cold acetone for 10 min, washed in ice cold 70% ethanol for 5 min followed by several washes in room temperature PBS, and blocked with 10% normal serum in PBS. Primary antibodies were diluted in 3% normal serum and incubated overnight at 4°C, followed by secondary detection and mounting as described above. For the Pax6/CD31/EdU triple stain, (Figure 8—figure supplement 1), the EdU was detected immediately following Pax6/CD31 immunostaining, using the Molecular Probes Click-iT EdU Alexa Fluor 647 Imaging Kit according to manufacturer’s instructions.

#### GNP immunostaining (Figure 2)

Once purified, GNPs were allowed to sit on PDL-coated glass coverslips for 2 hr in culture media, followed by the addition of 10 mM of anti-Fzd4 or anti-KLH antibodies to the media for 15 min, washing in PBS, fixation in 4% PFA, and secondary detection and mounting as described above.

#### Retinal whole-mounts (Figure 7—figure supplement 1)

Eyes were removed and fixed in 2% PFA for 5 min. Retinae were dissected in 2X PBS, flattened by radial incisions, and stored in −20°C methanol until staining. Retinal whole-mounts (n = 3 biological replicates from each treatment, αFzd4 or αKLH) were blocked for 1 hr with 10% serum, 0.5% Triton-X, and 0.5% Tween-20 in PBS, incubated with Isolectin GS-IB_4_ Alexa Fluor 594 Conjugate (1:100, Life Technologies I21413), transferred to slides, and coverslipped with Dako fluorescence mounting medium.

#### X-gal staining (Figure 1)

Slides with 12 µm cryosections of 2% PFA-fixed brains were air-dried for 1 hr, placed in X-gal reaction buffer (1 mg/ml X-gal with 5 mM potassium ferrocyanide, 5 mM potassium ferricyanide, 2 mM MgCl_2_, 0.02% IGEPAL, 0.01% sodium deoxycholate in 0.1 M phosphate buffer), incubated overnight at 37°C, then washed and mounted with 50:50 glycerol:PBS. For co-X-gal/IHC stains, IHC was performed as described above, immediately after incubation in X-gal reaction buffer. For each X-gal stain or X-gal/IHC co-stain, at least 4 separate sections from n = 3 cerebella were examined.

#### In situ hybridization (Figure 3)

Digoxigenin (DIG)-labeled antisense RNA riboprobes were prepared by in vitrotranscription from linearized plasmids containing complete or partial cDNA sequences of the following mouse genes: *Atoh1* (a gift from Dr. Carol Schuurmans), *Mycn*, and *Ccnd1*. ISH was performed as previously described (Jensen and Wallace, 1997), with the following modifications: Slides were incubated 1 to 5 hr in staining buffer containing NBT and BCIP, and slides were mounted in 50:50 glycerol:PBS. For each probe, at least 3 separate sections from n = 3 tumors were examined.

#### Image acquisition

Brightfield images were visualized using an Axioplan microscope and captured with an Axiocam HRc camera. Fluorescent images were visualized using an AxioImager M1 microscope and captured with an Axiocam HRm camera, or a Zeiss AxioImager M2 microscope and Axiocam MRm camera. For the analysis of CD31/PH3 expression in Figure 5, CD31/Lef1 expression in Figure 6—figure supplement 2, and Pax6/CD31/EdU expression in Figure 8—figure supplement 1, images were captured using an LSM 780 confocal. Retinal whole-mount images were captured using an LSM 510 confocal. (All equipment from Carl Zeiss Inc.). Whole brain images of were captured using a Canon PowerShot SD1400 IS digital camera. Images were processed using Photoshop CS6 (Adobe).

#### Fzd4 blocking antibody, pertussis toxin (Ptx) and EdU administration

Anti-Fzd4 and anti-KLH control antibodies were generated as described (Paes et al., 2011), and functionally tested in vivo before use (Figure 7—figure supplement 1). Antibodies were diluted in PBS to 3 mg/ml immediately prior to administration, and injected intraperitoneally at a dose of 30 mg/kg. *Ptch^+/−^* animals in lesion studies were injected once at P7, whereas *Ptch^+/−^* animals in the Kaplan-Meier survival study were injected at P7 followed by a booster dose at P16, an age when the phenotypic effects of a P7 injection are still present (Paes et al., 2011). Ptx was diluted in PBS to 5 mg/ml and pups received intraperitoneal injections of 120 ng Ptx or PBS vehicle control at P7, P9, P11 and P13. Animals were injected intraperitoneally with a dose of 10 mg/kg EdU 4 hr prior to sacrifice.

#### EGL/lesion measurements and analysis of immunostains

For EGL/lesion measurements, sagittal 12 µm serial sections of cerebella were collected and examined along the mediolateral axis at intervals 144 µm apart, by hematoxylin and eosin (H and E) or cresyl violet staining, and blinded images at 5x magnification were captured. To quantify EGL thickness, three images (at identical locations at the cerebellar vermis between lobules VII and VIII) from n = 3 animals per genotype were measured. To quantify lesion number or volume, lesions were carefully followed continuously along the entire mediolateral axis, and scored as an individual lesion only if they remained spatially separate from all other lesions in every section. Lesion volume (mm^3^) was calculated by measuring the 2-D area (mm^2^) of each lesion section using ImageJ, multiplying it by the thickness separating each section from its neighbor (0.144 mm) to obtain the volume of each slice, and adding the individual slice volumes to obtain a total volume. To assess the vascularized, leaky vessel or CD45 accumulation status of the lesions, sagittal sections between 100 and 250 µm apart were examined along the entire mediolateral axis for Evans blue accumulation or stained with markers (anti-ColIV, laminin, CD31, PLVAP or CD45) to sample the entire lesion. To quantify lesions for PH3, cleaved caspase-3, NeuN, CD31, laminin or PLVAP immunostaining, or to examine PDGFRβ immunostaining, 3 to 4 blinded sections from each lesion at 10x or 20x magnification were analyzed. Using ImageJ, the number of PH3+ cells per unit area or percent area stained for caspase-3, NeuN, CD31, laminin or PLVAP were determined. Quantification involving lesion vasculature included all lesion-associated vessels, whether they were 1) on the outer surface of the cerebellum, 2) deeper into the cerebellar folds but still meningeal, or 3) growing into the 'lesion proper.' To quantify the number of PH3+ or Lef1+ cells per endothelial area, 3 sections per lesion were first imaged at 20x magnification by epifluorescence to measure endothelial cell area via tracing of CD31+ vessels, and identify potential double labelled candidates. Sections were then examined by confocal microscopy to confirm double-labelled cells.

#### Evans Blue injections and visualization

A 2% wt per volume Evans Blue (Sigma) solution in 0.9% saline was administered by intraperitoneal injection at 4 µl per gram of body weight and allowed to circulate overnight. Following perfusion and fixation in 4% PFA as described above, whole brains were photographed and 12 µm cryosections were then visualized under the far red fluorescence filter. The same or immediately adjacent section was H and E- or anti-ColIV-stained to provide a matched image.

#### Laser capture microdissection

Fresh frozen cerebella were sectioned at 10 µm onto Superfrost microscope slides (Fisher Scientific) and placed immediately on dry ice before storage at −80°C for no more than 5 days before microdissection. Sections were stained and dehydrated by passing through RNase-free coplin jars with solutions made in DEPC-treated distilled water, as follows: 30 s in 75% ethanol, 30 s in distilled water, 2 min in 1% toluidine blue in distilled water, 30 s in distilled water, 30 s in 75% ethanol, 30 s in 95% ethanol, 1 min in 100% ethanol (2 times), and 5 min in xylene. All staining solutions except xylene contained RNase inhibitor (Sigma R7397). Slides were immediately microdissected using the Arcturus^XT^ laser capture microdissection system (Life Technologies) in infrared mode, according to the manufacturer’s instructions. Six to 10 sections from each lesion were captured onto CapSure macro LCM caps (Life Technologies), transferred immediately to RLT plus lysis buffer (Qiagen) with β-mercaptoethanol, briefly vortexed, and stored on dry ice until RNA extraction.

#### RNA purification and quantitative RT-PCR

For microdissected lesion tissue, total RNA was extracted using the RNeasy Plus Micro kit (Qiagen) with genomic DNA eliminator columns, and amplified complementary DNA (cDNA) was prepared with the Ovation Pico WTA System V2 (NuGEN) according to the manufacturer’s instructions. RNA integrity was assessed by an Agilent 2100 Bioanalyzer (Agilent Technologies) from slide scrapes. For all other samples, total RNA was extracted from freshly isolated/dissected GNPs, cerebellar tumor (with careful preservation of clean margins) or retina tissue using the RNeasy Mini Kit (Qiagen). First-strand cDNA was synthesized using the QuantiTect Reverse Transcription Kit (Qiagen), with and without reverse transcriptase to assess genomic contamination during downstream RT-PCR. For all samples, target gene mRNA levels were determined by quantitative RT-PCR (qRT-PCR) using iQ SYBR Green Supermix (Bio-Rad) and a MyiQ iCycler (Bio-Rad). Primer pairs were designed using PRIMER-blast (http://www.ncbi.nlm.nih.gov/), and are as follows:

*Gapdh* F: GGCCGGTGCTGAGTATGTCG, *Gapdh* R: TTCAAGTGGGCCCCGGCCTT, *Ndp* F: CCCACTGTACAAATGTAGCTCAA, *Ndp* R: AGGACACCAAGGGCTCAGA,*Fzd4* F: GACAACTTTCACGCCGCTCATC, *Fzd4* R: CCAGGCAAACCCAAATTCTCTCAG, *Lrp5* F: GAGGAGTTCTCAGCCCATCC, *Lrp5* R: GATCAGGGGAGCAGGTAGGA, *Tspan12* F: GATTGCTGTCTGCTGCTTCC, *Tspan12* R: ACTGTACTGGCACCATAACCTC, *Ptch1 exons2-3* F: CTCCTCATATTTGGGGCCTT, *Ptch1 exons2-3* R: AATTCTCGACTCACTCGTCCA, *Gli1* F: ACATGCTGGTGGTGCACAT, *Gli1* R: AGGCGTGAATAGGACTTCCG, *Mycn* F: GCGGTAACCACTTTCACGAT, *Mycn* R: AGTTGTGCTGCTGATGGATG, *Esm1* F: ACAGGGTGACCGGAAGATGT, *Esm1* R: AGTCACGCTCTGTGTGGGAG, *Plvap* F: TGACTACGCGACGTGAGATG, *Plvap* R: CTCGCTCAGGATGATAGCGG,

*Emcn* F: CTCCCGAAGGAACGACCAAAA, *Emcn* R: GGACCTTCAGTTGTTGTTCCC

*Pecam1* F: GGAATACCAGTGCAGAGCGG, *Pecam1* R: CCTCGTTACTCGACAGGATGG,

*Angpt2* F: AGAGGAGATCAAGGCCTACTGT, *Angpt2* R: GCCATCTTCTCGGTGTTGGA.

Primers were optimized using a 5-point standard curve of 2-fold diluted composite cDNA from relevant tissue and deemed acceptable with an R^2^ > 0.95, a percent efficiency between 90-110%, a sharp single point melt curve, positive controls with Ct values > 10 cycle difference compared to no RT control samples, and expected amplicon size by agarose gel electrophoresis. All samples were run in triplicate, normalized to *Gapdh*, and quantified relative to the reference tissue indicated. During qRT-PCR for microdissected lesions, the expression of genes known to be highly expressed in lesions (*Gli1*, *Mycn*) were assessed in parallel to *Ptch*, along with microdissected tumor samples known to have *Ptch* LOH, or microdissected EGL known to have high levels of *Ptch* expression. *Ptch* LOH status was assigned by quantification relative to microdissected tumors with known LOH.

#### Microarray analysis of mouse tissue

Total RNA extracted from MB or GNPs was analyzed with the MouseWG-6 v2.0 Expression BeadChip array platform. Illumina BeadStudio outputs were analyzed and annotated with R packages limma (Ritchie et al., 2015) and illuminaMousev2.db version 1.26.0. Data were processed with neqc function (Shi et al., 2010). The hierarchical clustering and the principal component analysis plots were prepared from the 1500 most variable probes across all samples in terms of interquartile range, after data processing (background correction, normalization, and log-transformation), and filtering out probes annotated as Bad and No Match. Significant changing probes were detected with the linear modeling approach and empirical Bayes statistics of limma (Smyth, 2004). Gene Ontology (GO) cellular components enrichment was investigated using DAVID (Huang et al., 2009) for probes with adjusted *P* value below 0.05 and higher fold changes (>1.0) between *Ndp^KO^;Ptch^+/−^* and *Ptch^+/−^* tumors. The tables in Figure 3 display the GO terms with *P* values<0.05. In an analogous manner we analyzed samples from purified P6 GNPs. The principal component analysis plot was prepared from the 1,500 most variable probes as above.

#### Human tumor samples and expression analysis

*NDP* expression profiles were determined across three independent cohorts with the R2 database analysis tool (http://r2.amc.nl) using publically available datasets from Heidelberg (Remke et al., 2011), Toronto (Northcott et al., 2011) and Boston (Cho et al., 2011). The following probes were used for analysis: Toronto (Affymetrix Exon 1.0 T Probe Accession: 4006280), Heidelberg (Agilent 4 x 44 k Probe Accession: A_23_P73609) and Boston (Affymetrix u133a Probe Accession: 206022_at). *P* values represent ANOVA across the four subgroups. Survival analysis in Figure 1 was performed on the MAGIC dataset of clinically annotated SHH tumors (Affymetrix Human Gene 1.1 ST, Probe Accession: 8172220) (Northcott et al., 2012; Vanner et al., 2014). Log_2_ transformed expression values of *NDP* were then ranked as either the bottom 10th percentile of expression versus the top 10th percentile. Survival was calculated using the log-rank method in the R-Statistical Environment (v3.1.3) using packages survival (v2.37–7) and ggplot2 (v1.0.0).

#### Statistics

Sample sizes are as reported in figures and figure captions. Mice were randomly assigned to either αFzd4 or Ptx treatment groups. Statistics were determined by GraphPad Prism 6 or SPSS software. The logrank test was used to generate Kaplan Meier survival curves (Figures 1, 2, 7 and 8). Lesion number (Figures 4 and 7), vessel or laminin density (Figures 5 and 6), number of endothelial PH3+ cells (Figure 5), qRT-PCR (Figures 1 – and 3) and EGL thickness (Figure 4—figure supplement 1) were analyzed by one-way ANOVA with Tukey *post-hoc* comparisons. Comparison of lesion volumes (Figures 1, 4 and 7), immunostain quantification (Figure 8), and tumor latency (Figures 2, 7 and 8) were analyzed by a two-tailed, unpaired Student’s *t*-test. The proportion of vascularized, leaky or CD45+ lesions (Figures 5 and 6) and tumor incidence (Figures 2, 7 and 8) were analyzed by the hypergeometric test. The number of endothelial Lef1+ nuclei (Figure 6—figure supplement 2) was assessed by a one-way ANOVA and Fischer’s LSD *post hoc* comparison. A Levene’s test for homogeneity of variance and normality tests were used to verify parameters for parametric analysis. Microarray analyses were analyzed as described above.

## References

[bib1] Alvarez JI, Dodelet-Devillers A, Kebir H, Ifergan I, Fabre PJ, Terouz S, Sabbagh M, Wosik K, Bourbonnière L, Bernard M, van Horssen J, de Vries HE, Charron F, Prat A (2011). The Hedgehog pathway promotes blood-brain barrier integrity and CNS immune quiescence. Science.

[bib2] Ayrault O, Zindy F, Rehg J, Sherr CJ, Roussel MF (2009). Two tumor suppressors, p27Kip1 and patched-1, collaborate to prevent medulloblastoma. Molecular Cancer Research.

[bib3] Baeriswyl V, Christofori G (2009). The angiogenic switch in carcinogenesis. Seminars in Cancer Biology.

[bib4] Barcellos-Hoff MH, Lyden D, Wang TC The evolution of the cancer niche during multistage carcinogenesis. Nature Reviews Cancer.

[bib5] Bergers G, Brekken R, McMahon G, Vu TH, Itoh T, Tamaki K, Tanzawa K, Thorpe P, Itohara S, Werb Z, Hanahan D (2000). Matrix metalloproteinase-9 triggers the angiogenic switch during carcinogenesis. Nature Cell Biology.

[bib6] Briggs KJ, Corcoran-Schwartz IM, Zhang W, Harcke T, Devereux WL, Baylin SB, Eberhart CG, Watkins DN (2008). Cooperation between the Hic1 and Ptch1 tumor suppressors in medulloblastoma. Genes & Development.

[bib7] Calabrese C, Poppleton H, Kocak M, Hogg TL, Fuller C, Hamner B, Oh EY, Gaber MW, Finklestein D, Allen M, Frank A, Bayazitov IT, Zakharenko SS, Gajjar A, Davidoff A, Gilbertson RJ (2007). A perivascular niche for brain tumor stem cells. Cancer Cell.

[bib8] Cho YJ, Tsherniak A, Tamayo P, Santagata S, Ligon A, Greulich H, Berhoukim R, Amani V, Goumnerova L, Eberhart CG, Lau CC, Olson JM, Gilbertson RJ, Gajjar A, Delattre O, Kool M, Ligon K, Meyerson M, Mesirov JP, Pomeroy SL (2011). *Integrative* genomic analysis of medulloblastoma identifies a molecular subgroup that drives poor clinical outcome. Journal of Clinical Oncology.

[bib9] Clifford PM, Zarrabi S, Siu G, Kinsler KJ, Kosciuk MC, Venkataraman V, D'Andrea MR, Dinsmore S, Nagele RG (2007). Abeta peptides can enter the brain through a defective blood-brain barrier and bind selectively to neurons. Brain Research.

[bib10] Corcoran RB, Bachar Raveh T, Barakat MT, Lee EY, Scott MP (2008). Insulin-like growth factor 2 is required for progression to advanced medulloblastoma in patched1 heterozygous mice. Cancer Research.

[bib11] Coussens LM, Hanahan D, Arbeit JM (1996). Genetic predisposition and parameters of malignant progression in K14-HPV16 transgenic mice. The American Journal of Pathology.

[bib12] Engelhardt B, Liebner S (2014). Novel insights into the development and maintenance of the blood-brain barrier. Cell and Tissue Research.

[bib13] Farioli-Vecchioli S, Cinà I, Ceccarelli M, Micheli L, Leonardi L, Ciotti MT, De Bardi M, Di Rocco C, Pallini R, Cavallaro S, Tirone F (2012). Tis21 knock-out enhances the frequency of medulloblastoma in Patched1 heterozygous mice by inhibiting the Cxcl3-dependent migration of cerebellar neurons. Journal of Neuroscience.

[bib14] Folkman J, Watson K, Ingber D, Hanahan D (1989). Induction of angiogenesis during the transition from hyperplasia to neoplasia. Nature.

[bib15] Gilmour DF (2015). Familial exudative vitreoretinopathy and related retinopathies. Eye.

[bib16] Giraudo E, Inoue M, Hanahan D (2004). An amino-bisphosphonate targets MMP-9-expressing macrophages and angiogenesis to impair cervical carcinogenesis. Journal of Clinical Investigation.

[bib17] Goodrich LV, Milenković L, Higgins KM, Scott MP (1997). Altered neural cell fates and medulloblastoma in mouse patched mutants. Science.

[bib18] Gullino PM (1978). Angiogenesis and oncogenesis. Journal of the National Cancer Institute.

[bib19] Hallahan AR, Pritchard JI, Hansen S, Benson M, Stoeck J, Hatton BA, Russell TL, Ellenbogen RG, Bernstein ID, Beachy PA, Olson JM (2004). The SmoA1 mouse model reveals that notch signaling is critical for the growth and survival of sonic hedgehog-induced medulloblastomas. Cancer Research.

[bib20] Hambardzumyan D, Becher OJ, Rosenblum MK, Pandolfi PP, Manova-Todorova K, Holland EC (2008). PI3K pathway regulates survival of cancer stem cells residing in the perivascular niche following radiation in medulloblastoma in vivo. Genes & Development.

[bib21] Hanahan D, Christofori G, Naik P, Arbeit J (1996). Transgenic mouse models of tumour angiogenesis: the angiogenic switch, its molecular controls, and prospects for preclinical therapeutic models. European Journal of Cancer.

[bib22] Hanahan D, Coussens LM (2012). Accessories to the crime: functions of cells recruited to the tumor microenvironment. Cancer Cell.

[bib23] Hanahan D, Folkman J (1996). Patterns and emerging mechanisms of the angiogenic switch during tumorigenesis. Cell.

[bib24] Hanahan D, Weinberg RA (2011). Hallmarks of cancer: the next generation. Cell.

[bib25] Huang da W, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nature Protocols.

[bib26] Hynes RO (2009). The extracellular matrix: not just pretty fibrils. Science.

[bib27] Jensen AM, Wallace VA (1997). Expression of Sonic hedgehog and its putative role as a precursor cell mitogen in the developing mouse retina. Development.

[bib28] Junge HJ, Yang S, Burton JB, Paes K, Shu X, French DM, Costa M, Rice DS, Ye W (2009). TSPAN12 regulates retinal vascular development by promoting Norrin- but not Wnt-induced FZD4/beta-catenin signaling. Cell.

[bib29] Kessler JD, Hasegawa H, Brun SN, Emmenegger BA, Yang ZJ, Dutton JW, Wang F, Wechsler-Reya RJ (2009). N-myc alters the fate of preneoplastic cells in a mouse model of medulloblastoma. Genes & Development.

[bib30] Leonard JM, Ye H, Wetmore C, Karnitz LM (2008). Sonic Hedgehog signaling impairs ionizing radiation-induced checkpoint activation and induces genomic instability. The Journal of Cell Biology.

[bib31] Lin EY, Li JF, Gnatovskiy L, Deng Y, Zhu L, Grzesik DA, Qian H, Xue XN, Pollard JW (2006). Macrophages regulate the angiogenic switch in a mouse model of breast cancer. Cancer Research.

[bib32] Liu D, Hu Z, Peng Y, Yu C, Liu Y, Mo X, Li X, Lu L, Xu X, Su W, Pan Q, Xia K (2010). A novel nonsense mutation in the NDP gene in a Chinese family with Norrie disease. Molecular Vision.

[bib33] Logan CY, Nusse R (2004). The Wnt signaling pathway in development and disease. Annual Review of Cell and Developmental Biology.

[bib34] Malek R, Matta J, Taylor N, Perry ME, Mendrysa SM (2011). The p53 inhibitor MDM2 facilitates Sonic Hedgehog-mediated tumorigenesis and influences cerebellar foliation. PLoS ONE.

[bib35] Mazzieri R, Pucci F, Moi D, Zonari E, Ranghetti A, Berti A, Politi LS, Gentner B, Brown JL, Naldini L, De Palma M (2011). Targeting the ANG2/TIE2 axis inhibits tumor growth and metastasis by impairing angiogenesis and disabling rebounds of proangiogenic myeloid cells. Cancer Cell.

[bib36] Mille F, Tamayo-Orrego L, Lévesque M, Remke M, Korshunov A, Cardin J, Bouchard N, Izzi L, Kool M, Northcott PA, Taylor MD, Pfister SM, Charron F (2014). The Shh receptor Boc promotes progression of early medulloblastoma to advanced tumors. Developmental Cell.

[bib37] Northcott PA, Korshunov A, Witt H, Hielscher T, Eberhart CG, Mack S, Bouffet E, Clifford SC, Hawkins CE, French P, Rutka JT, Pfister S, Taylor MD (2011). Medulloblastoma comprises four distinct molecular variants. Journal of Clinical Oncology.

[bib38] Northcott PA, Shih DJ, Peacock J, Garzia L, Morrissy AS, Zichner T, Stütz AM, Korshunov A, Reimand J, Schumacher SE, Beroukhim R, Ellison DW, Marshall CR, Lionel AC, Mack S, Dubuc A, Yao Y, Ramaswamy V, Luu B, Rolider A, Cavalli FM, Wang X, Remke M, Wu X, Chiu RY, Chu A, Chuah E, Corbett RD, Hoad GR, Jackman SD, Li Y, Lo A, Mungall KL, Nip KM, Qian JQ, Raymond AG, Thiessen NT, Varhol RJ, Birol I, Moore RA, Mungall AJ, Holt R, Kawauchi D, Roussel MF, Kool M, Jones DT, Witt H, Fernandez-L A, Kenney AM, Wechsler-Reya RJ, Dirks P, Aviv T, Grajkowska WA, Perek-Polnik M, Haberler CC, Delattre O, Reynaud SS, Doz FF, Pernet-Fattet SS, Cho BK, Kim SK, Wang KC, Scheurlen W, Eberhart CG, Fèvre-Montange M, Jouvet A, Pollack IF, Fan X, Muraszko KM, Gillespie GY, Di Rocco C, Massimi L, Michiels EM, Kloosterhof NK, French PJ, Kros JM, Olson JM, Ellenbogen RG, Zitterbart K, Kren L, Thompson RC, Cooper MK, Lach B, McLendon RE, Bigner DD, Fontebasso A, Albrecht S, Jabado N, Lindsey JC, Bailey S, Gupta N, Weiss WA, Bognár L, Klekner A, Van Meter TE, Kumabe T, Tominaga T, Elbabaa SK, Leonard JR, Rubin JB, Liau LM, Van Meir EG, Fouladi M, Nakamura H, Cinalli G, Garami M, Hauser P, Saad AG, Iolascon A, Jung S, Carlotti CG, Vibhakar R, Ra YS, Robinson S, Zollo M, Faria CC, Chan JA, Levy ML, Sorensen PH, Meyerson M, Pomeroy SL, Cho YJ, Bader GD, Tabori U, Hawkins CE, Bouffet E, Scherer SW, Rutka JT, Malkin D, Clifford SC, Jones SJ, Korbel JO, Pfister SM, Marra MA, Taylor MD (2012). Subgroup-specific structural variation across 1,000 medulloblastoma genomes. Nature.

[bib39] Nozawa H, Chiu C, Hanahan D (2006). Infiltrating neutrophils mediate the initial angiogenic switch in a mouse model of multistage carcinogenesis. PNAS.

[bib40] Oliver TG, Read TA, Kessler JD, Mehmeti A, Wells JF, Huynh TT, Lin SM, Wechsler-Reya RJ (2005). Loss of patched and disruption of granule cell development in a pre-neoplastic stage of medulloblastoma. Development.

[bib41] Paes KT, Wang E, Henze K, Vogel P, Read R, Suwanichkul A, Kirkpatrick LL, Potter D, Newhouse MM, Rice DS (2011). Frizzled 4 is required for retinal angiogenesis and maintenance of the blood-retina barrier. Investigative Opthalmology & Visual Science.

[bib42] Pazzaglia S, Tanori M, Mancuso M, Gessi M, Pasquali E, Leonardi S, Oliva MA, Rebessi S, Di Majo V, Covelli V, Giangaspero F, Saran A (2006). Two-hit model for progression of medulloblastoma preneoplasia in Patched heterozygous mice. Oncogene.

[bib43] Pazzaglia S, Tanori M, Mancuso M, Rebessi S, Leonardi S, Di Majo V, Covelli V, Atkinson MJ, Hahn H, Saran A (2006). Linking DNA damage to medulloblastoma tumorigenesis in patched heterozygous knockout mice. Oncogene.

[bib44] Perez-Vilar J, Hill RL (1997). Norrie disease protein (norrin) forms disulfide-linked oligomers associated with the extracellular matrix. Journal of Biological Chemistry.

[bib45] Phoenix TN, Patmore DM, Boop S, Boulos N, Jacus MO, Patel YT, Roussel MF, Finkelstein D, Goumnerova L, Perreault S, Wadhwa E, Cho YJ, Stewart CF, Gilbertson RJ (2016). Medulloblastoma Genotype Dictates Blood Brain Barrier Phenotype. Cancer Cell.

[bib46] Pogoriler J (2006). Loss of cyclin D1 impairs cerebellar development and suppresses medulloblastoma formation. Development.

[bib47] Reis M, Czupalla CJ, Ziegler N, Devraj K, Zinke J, Seidel S, Heck R, Thom S, Macas J, Bockamp E, Fruttiger M, Taketo MM, Dimmeler S, Plate KH, Liebner S (2012). Endothelial Wnt/β-catenin signaling inhibits glioma angiogenesis and normalizes tumor blood vessels by inducing PDGF-B expression. The Journal of Experimental Medicine.

[bib48] Remke M, Hielscher T, Korshunov A, Northcott PA, Bender S, Kool M, Westermann F, Benner A, Cin H, Ryzhova M, Sturm D, Witt H, Haag D, Toedt G, Wittmann A, Schöttler A, von Bueren AO, von Deimling A, Rutkowski S, Scheurlen W, Kulozik AE, Taylor MD, Lichter P, Pfister SM (2011). FSTL5 is a marker of poor prognosis in non-WNT/non-SHH medulloblastoma. Journal of Clinical Oncology.

[bib49] Rigamonti N, Kadioglu E, Keklikoglou I, Wyser Rmili C, Leow CC, De Palma M (2014). Role of angiopoietin-2 in adaptive tumor resistance to VEGF signaling blockade. Cell Reports.

[bib50] Riobo NA, Saucy B, Dilizio C, Manning DR (2006). Activation of heterotrimeric G proteins by Smoothened. PNAS.

[bib51] Ritchie ME, Phipson B, Wu D, Hu Y, Law CW, Shi W, Smyth GK (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Research.

[bib52] Romaniello R, Arrigoni F, Citterio A, Tonelli A, Sforzini C, Rizzari C, Pessina M, Triulzi F, Bassi MT, Borgatti R (2013). Cerebroretinal microangiopathy with calcifications and cysts associated with CTC1 and NDP mutations. Journal of Child Neurology.

[bib53] Sasai K, Romer JT, Lee Y, Finkelstein D, Fuller C, McKinnon PJ, Curran T (2006). Shh pathway activity is down-regulated in cultured medulloblastoma cells: implications for preclinical studies. Cancer Research.

[bib54] Shi W, Oshlack A, Smyth GK (2010). Optimizing the noise versus bias trade-off for Illumina whole genome expression BeadChips. Nucleic Acids Research.

[bib55] Smith-McCune K, Zhu YH, Hanahan D, Arbeit J (1997). Cross-species comparison of angiogenesis during the premalignant stages of squamous carcinogenesis in the human cervix and K14-HPV16 transgenic mice. Cancer Research.

[bib56] Smyth GK (2004). Linear models and empirical bayes methods for assessing differential expression in microarray experiments. Statistical Applications in Genetics and Molecular Biology.

[bib57] Stan RV, Tkachenko E, Niesman IR (2004). PV1 is a key structural component for the formation of the stomatal and fenestral diaphragms. Molecular Biology of the Cell.

[bib58] Tamayo-Orrego L, Wu CL, Bouchard N, Khedher A, Swikert SM, Remke M, Skowron P, Taylor MD, Charron F (2016). Evasion of cell senescence leads to medulloblastoma progression. Cell Reports.

[bib59] Tang Y, Harrington A, Yang X, Friesel RE, Liaw L (2010). The contribution of the Tie2+ lineage to primitive and definitive hematopoietic cells. Genesis.

[bib60] Tanori M, Santone M, Mancuso M, Pasquali E, Leonardi S, Di Majo V, Rebessi S, Saran A, Pazzaglia S (2010). Developmental and oncogenic effects of insulin-like growth factor-I in Ptc1+/- mouse cerebellum. Molecular Cancer.

[bib61] Taylor MD, Northcott PA, Korshunov A, Remke M, Cho YJ, Clifford SC, Eberhart CG, Parsons DW, Rutkowski S, Gajjar A, Ellison DW, Lichter P, Gilbertson RJ, Pomeroy SL, Kool M, Pfister SM (2012). Molecular subgroups of medulloblastoma: the current consensus. Acta Neuropathologica.

[bib62] Uziel T, Zindy F, Xie S, Lee Y, Forget A, Magdaleno S, Rehg JE, Calabrese C, Solecki D, Eberhart CG, Sherr SE, Plimmer S, Clifford SC, Hatten ME, McKinnon PJ, Gilbertson RJ, Curran T, Sherr CJ, Roussel MF (2005). The tumor suppressors Ink4c and p53 collaborate independently with Patched to suppress medulloblastoma formation. Genes & Development.

[bib63] Vanner RJ, Remke M, Gallo M, Selvadurai HJ, Coutinho F, Lee L, Kushida M, Head R, Morrissy S, Zhu X, Aviv T, Voisin V, Clarke ID, Li Y, Mungall AJ, Moore RA, Ma Y, Jones SJ, Marra MA, Malkin D, Northcott PA, Kool M, Pfister SM, Bader G, Hochedlinger K, Korshunov A, Taylor MD, Dirks PB (2014). Quiescent sox2(+) cells drive hierarchical growth and relapse in sonic hedgehog subgroup medulloblastoma. Cancer Cell.

[bib64] Wang Y, Huso D, Cahill H, Ryugo D, Nathans J (2001). Progressive cerebellar, auditory, and esophageal dysfunction caused by targeted disruption of the frizzled-4 gene. Journal of Neuroscience.

[bib65] Wang Y, Rattner A, Zhou Y, Williams J, Smallwood PM, Nathans J (2012). Norrin/Frizzled4 signaling in retinal vascular development and blood brain barrier plasticity. Cell.

[bib66] Wetmore C, Eberhart DE, Curran T (2001). Loss of p53 but not ARF accelerates medulloblastoma in mice heterozygous for patched. Cancer Research.

[bib67] Wu X, Northcott PA, Dubuc A, Dupuy AJ, Shih DJ, Witt H, Croul S, Bouffet E, Fults DW, Eberhart CG, Garzia L, Van Meter T, Zagzag D, Jabado N, Schwartzentruber J, Majewski J, Scheetz TE, Pfister SM, Korshunov A, Li XN, Scherer SW, Cho YJ, Akagi K, MacDonald TJ, Koster J, McCabe MG, Sarver AL, Collins VP, Weiss WA, Largaespada DA, Collier LS, Taylor MD (2012). Clonal selection drives genetic divergence of metastatic medulloblastoma. Nature.

[bib68] Xu Q, Wang Y, Dabdoub A, Smallwood PM, Williams J, Woods C, Kelley MW, Jiang L, Tasman W, Zhang K, Nathans J (2004). Vascular development in the retina and inner ear: control by Norrin and Frizzled-4, a high-affinity ligand-receptor pair. Cell.

[bib69] Ye X, Smallwood P, Nathans J (2011a). Expression of the Norrie disease gene (Ndp) in developing and adult mouse eye, ear, and brain. Gene Expression Patterns.

[bib70] Ye X, Wang Y, Cahill H, Yu M, Badea TC, Smallwood PM, Peachey NS, Nathans J (2009). Norrin, frizzled-4, and Lrp5 signaling in endothelial cells controls a genetic program for retinal vascularization. Cell.

[bib71] Ye X, Wang Y, Nathans J (2010). The Norrin/Frizzled4 signaling pathway in retinal vascular development and disease. Trends in Molecular Medicine.

[bib72] Zhou Y, Wang Y, Tischfield M, Williams J, Smallwood PM, Rattner A, Taketo MM, Nathans J (2014). Canonical WNT signaling components in vascular development and barrier formation. Journal of Clinical Investigation.

How the deposited data were processed for this re-analysis (not part of the article)

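RNA from 12 samples was measured on Illumina MouseWG-6 v2.0 BeadChips, 1 array per sample: 4 *Ndp KO;Ptch+/-* MBs, 4 *Ptch+/-* MBs and 4 samples of wild-type GNPs from P6 mice. The deposited values are normalized log2 signals, which the authors made from BeadStudio output with the neqc function of limma: background correction with negative control probes, an offset (16 by default) and quantile normalization across arrays. The authors annotated the probes with illuminaMousev2.db 1.26.0, and the version of limma that they used is not stated. The values run from 4.09 to 16.0 over 45281 probes. Quantile normalization leaves every array with the same median and with an upper quartile that rounds to 6.65. Differences in general level between arrays therefore cannot be seen in these values.
Everything else was computed here from these values in R 4.3.3 with limma 3.58.1. The annotation gives 1 symbol to 34885 probes, several symbols to 18 and none to 10378, for 19057 genes, and each gene is represented by its probe with the highest mean over the 12 arrays. Mouse gene positions from the GRCm38.p6 reference served only to find the neighbours of *Ndp* on the X chromosome. The background limit of 4.5 and its use for bounds were chosen after the values had been seen. A gene under 4.5 on every array of its dimmer group is given an "at least" fold, from the mean of the brighter group and that limit, and no fold is given where both groups lie under it. Where some arrays of the dimmer group lie under the limit, a printed log2 fold change is a fitted value and not exact. Where 3 of the 4 do, the passages within the article mostly give the group means or the adjusted p in its place. The additional observations print folds of *Esm1*, *Plvap*, *Pecam1* and *Egr3* all the same, described there as fitted values.
Groups were compared with lmFit and eBayes in one group-means model over all 12 arrays, without covariates, and p was adjusted by the Benjamini-Hochberg method over all probes. The threshold was an adjusted p under 0.05, and a second count also asked for a log2 fold change above 1 in size. Principal components were computed with prcomp, centred and not scaled, from the 1500 probes with the largest interquartile range. Hierarchical clustering used Euclidean distance and complete linkage. The 2-sided exact permutation test ran over the 35 splits of the 8 tumors into 4 and 4. The 30 lists of genes of cell types and processes were tested with camera at a preset correlation of 0.01, with camera at a correlation estimated per list, and with fry, each adjusted over the lists. Matrix genes were compared with other genes by Fisher's exact test among the 11669 genes whose mean signal is above the median of the probe means.
The genes named in the text are those that the paper names for these tumors or for the Norrin pathway; the 12 largest rises and the 12 largest falls among probes with 1 symbol that passed and whose tumor genotypes did not overlap; up to 4 members of each list with the smallest p; *Nnt*, and genes within 10 Mb of *Ndp*. *Robo4*, *Itm2a*, *Eln*, *Col16a1*, *Nfkbiz* and *Gars*, and among the neighbours of *Ndp* the genes *Ftsj1*, *Chst7* and *Mid1ip1*, are named because they complete a count, and were chosen after their values were seen. The model, the lists, the rule for naming genes and most alternatives were fixed before the data were examined, while the lists on p53, stress response, MHC class II, acute phase and muscle genes drew on gene labels of the paper's heatmaps.
The alternatives were a second quantile normalization, median centring, leaving out dim probes, an intensity trend with a robust prior, array weights, the tumors alone, the replicate number as a block, probes with 1 symbol, probes averaged per gene, a threshold of 0.01, the mean of a gene's probes in the list tests, and leaving out each tumor array in turn. For principal components they were fewer or more probes, the standard deviation in place of the interquartile range, the tumors alone, unit variance, and average or Ward linkage. Alternatives that leave out probes under background on all arrays, combine the tumors alone with dim probes left out and array weights, or leave out each GNP array were added after the values had been seen. The model and the list test were tested on simulated data, where 49 of 100 probes with a log2 change of 1 and 92 of 100 with a change of 2 were recovered, with 9 false calls among 150.
The DAVID analysis of GO terms was not repeated, since it needs tables not used here, and the filter on probes without a good match to the genome, which the methods name for clustering and principal components, was not applied. The qRT-PCR, section and culture measurements of the paper were not analysed here.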

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

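The critical value used below was applied after the values had been seen, to 271 groups of 4 arrays of named genes. Within a group, the ratio of the gap next to the most distant array to the whole range was compared with the critical value that chance exceeds in about 1 in 20 groups. It was exceeded in 23 groups, and some of these are expected by chance alone.
*Ptch+/-* replicate 1 stood apart most often, in 6 genes. It was the highest of its group for the endothelial genes *Esm1* (ratio 0.981) and *Pecam1* (0.964) and the matrix genes *Nid2* (0.846) and *Spon2* (0.951). It was the lowest for *Cd52* (0.891), a surface protein of leukocytes, and for the Y-linked *Eif2s3y* (0.956), whose signal there was 4.21 against 9.96 or more in the other *Ptch+/-* MBs. Its signal for *Kdm5d*, a second Y-linked gene, was 6.17 against 6.69 to 7.16 in the other *Ptch+/-* MBs, and *Xist* lay at background on all 12 arrays, so these genes do not settle the sex of that mouse. *Ptch+/-* replicate 2 was the highest for *Prkcq* (0.835) and *Smarcd3* (0.837), and *Ptch+/-* replicate 3 for *Plvap* (0.936).
*Ndp KO;Ptch+/-* replicate 1 was the highest of its group for *Slco1c1* (0.974), *Tecta* (0.976) and *Ttr* (0.831), the thyroxine carrier of the choroid plexus. *Ndp KO;Ptch+/-* replicate 2 was the lowest for *Col6a1* (0.881) and *Sfrp1* (0.942) and the highest for *Pax6* (0.873), *Ndp KO;Ptch+/-* replicate 3 the lowest for *Rgs4* (0.865), and *Ndp KO;Ptch+/-* replicate 4 the highest for *Chac1* (0.835) and the lowest for *Tspan12* (0.947). Among GNPs, replicate 1 was the highest for *Igf1* (0.959), replicate 2 the lowest for *Cxcl1* (0.890) and the highest for *Ccnd1* (0.851), replicate 3 the lowest for *Mid1ip1* (0.905) and replicate 4 the highest for *Lrp6* (0.871).
The paper plots GNPs with the tumors and gives no count for them; 7814 probes changed between *Ptch+/-* MBs and GNPs in limma. Of the genes with the largest changes between the tumor genotypes, 4 are not labelled in its heatmaps: *Galnt9* (3.08), *Nupr1* (−4.41), *Slc7a3* (−3.90) and *Egr3* (a fitted −3.88, with 3 of 4 *Ndp KO;Ptch+/-* MBs under background).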

How the results depend on the processing

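The settings with probes under background left out, with the tumors alone and dim probes left out (with or without array weights), and without a GNP array were chosen after the result was seen.
Of 35 splits of the 8 tumors into 4 and 4, 1 (the genotypes) changed as many probes as the 624 reported, and the highest of the other splits changed 10. This argues against a chance division of the tumors but does not exclude it, since 1 of 35 is the smallest share possible. The other splits mix the genotypes, which widens the spread within their groups, so their counts are not a clean measure of chance. The 624 probes (240 higher, 384 lower, 267 with a 2-fold change) became 1096 (500, 596 and 420) with dim probes left out, 1051 (442, 609 and 458) with an intensity trend, 516 with array weights and 64 (22, 42 and 42) with the tumors alone; 590, 578, 502 and 62 of these are among the 624. At an adjusted p under 0.01 there were 133 (42 and 91). Averaging the probes of a gene gave 547 genes, 145 of them with a 2-fold change, and 4514 (2070 higher, 2444 lower) in place of 7814 (3677 and 4137) between *Ptch+/-* MBs and GNPs. Leaving out probes under background gave 1187 (517, 670 and 530), the tumors alone with dim probes left out 298 (107, 191 and 149), and array weights added to that 397 (147, 250 and 177). With fewer arrays fewer degrees of freedom remain for the spread. With the tumors alone the GNPs also no longer share in it. GNPs lay closer together (mean distance 23.7) than *Ndp KO;Ptch+/-* MBs (37.3) or *Ptch+/-* MBs (47.5) did. How much each of these lowered the count was not tested, nor was the cause of the other shifts.
With the replicate number as a block, 223 probes changed (74 higher, 149 lower, 117 with a 2-fold change). Tumors that share a number did not deviate together (r from −0.18 to 0.09 over the 4 pairs), so the numbers do not pair the samples.
Leaving out 1 array gave 358 to 623 probes (124 to 239 higher, 234 to 384 lower, 159 to 279 with a 2-fold change). The removals that moved a count by more than 1.5 times were *Ndp KO;Ptch+/-* replicate 2 (358, with 124 higher, 234 lower and 159 of 2-fold), *Ptch+/-* replicate 2 (156 higher), *Ptch+/-* replicate 3 (406, 151 and 255), and GNP replicates 1 (374, 131, 243 and 176), 2 (389, 141 and 248), 3 (151 higher) and 4 (403, 149 and 254). Of 69 named genes that passed, 40 to 52 passed with 1 tumor left out, 63 with array weights, 69 with dim probes left out, 38 with the block and 15 with the tumors alone. Calls were also gained, 10 with dim probes left out, 12 with an intensity trend and up to 5 with 1 tumor left out. *Myod1* passed in 5 of 13 settings, *Dcn* and *Col4a1* in 3, and *Acta2* and *Tspan12* in 1. In place of 16 lists, 14 to 17 were called without 1 array and 0 with an estimated correlation. The tumors alone with dim probes left out gave 13 lists, and array weights added to that 12. Fry called 14, and 18 by its mixed test.
The odds ratio of matrix genes among changed genes was 3.02 to 6.18 without 1 array (4.70 with all; 3.02 without *Ptch+/-* replicate 2, exact p = 0.0513) and 4.61 with the tumors alone. With the block it was 7.51, and with a 2-fold limit 9.88. For higher genes it was 9.00, and 6.03 to 13.0 without 1 array. For lower genes it was 1.73, 1.01 to 2.57 without 1 array, 0.996 with array weights, 3.84 with a 2-fold limit and 0 with the tumors alone, on 2 genes or fewer.
Signs reversed for small values. For lists, a signed measure was followed that is positive where the list leans upward, and it is not a z value of camera. For ribosomal proteins this measure (0.02) was −0.11 with dim probes left out, −0.0922 with the tumors alone and −0.11 with the block. It was −0.0720 without probes under background and −0.20 with the tumors alone and dim probes left out. It was −0.15 with array weights added to that, and −0.16 to 0.27 without 1 array. Without 1 array it was −0.10 to 0.64 for the cell cycle (0.15), −0.0040 to 0.97 for the Norrin receptor complex (0.31) and −0.0614 to 0.47 for Purkinje cells (0.22). The log2 fold change of *Igf1* (0.02) was −0.0473 with array weights, −0.0684 with the tumors alone, array weights and dim probes left out, and −0.13 to 0.10 without 1 array. Without 1 array that of *Cldn5* (−0.01) was −0.12 to 0.10, *Gfap* (−0.14) −0.29 to 0.13, *Atoh1* −0.0019 to 0.0040, *Fzd4* −0.013 to 0.0049 and *Lef1* −0.0059 to 0.0013, the last 3 at background.
Each setting of the principal components kept the genotypes apart on a component (gap 47.1% to 73.7% of the range, exact p = 0.0286, the smallest possible). Median centring moves no value and a second quantile normalization at most 0.101, so neither is a check.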

Differences from the paper's values

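The setting without probes under background was chosen after the result was seen, and the other settings below were set before the data were examined.
The paper reports 1586 probes with an adjusted p under 0.05 between *Ndp KO;Ptch+/-* and *Ptch+/-* MBs, and 624 passed here. No setting reached 1586. Of the alternatives set before the data were examined, leaving out dim probes came within 1.5 times of it (1096), and an intensity trend gave 1051. Leaving out probes under background on all arrays gave 1187, and was chosen after seeing the count. None of these filters removes a gene label of the heatmaps. The paper does not state which probes and arrays entered its model, and its probe filter was not applied here. Of the 94 heatmap labels that match a symbol, 59 passed on 1 probe or more here, 71 with dim probes left out, 73 with an intensity trend and 80 without probes under background.
For *Esm1* the paper's qRT-PCR shows a fold change of about 11 (Figure 3F), and the array value here is 18.1. Without *Ndp KO;Ptch+/-* replicate 2 (15.1) or *Ptch+/-* replicate 2 (15.5), 3 (15.3) or 4 (15.4), all set before the data were examined, it lies within 1.5 times. Without *Ndp KO;Ptch+/-* replicates 1 and 4 it moves away from the paper's value, to 19.5 and 20.3. Without *Ptch+/-* replicate 1 the other *Ptch+/-* MBs all lie under background (4.16 to 4.22). The fitted value of 29.3 then depends on the floor and cannot be compared with the paper's value. For *Plvap* the figure shows about 16 (Figure 3F) and the array value is 5.77, or 9.53 without *Ndp KO;Ptch+/-* replicate 1 and 4.48 without *Ndp KO;Ptch+/-* replicate 3. For *Pecam1* the figure shows about 2.5 (Figure 3F) and the array value is 1.61, or 1.89 without *Ndp KO;Ptch+/-* replicate 1 and 1.84 without *Ndp KO;Ptch+/-* replicate 4. Without *Ndp KO;Ptch+/-* replicate 3 it falls to 1.197. Without *Ptch+/-* replicate 1 the *Pecam1* signals of the other *Ptch+/-* MBs are all under background (4.25 to 4.27). The fitted value of 1.78 then depends on the floor as well and cannot be compared. For each of these 3 genes 3 of the 4 *Ptch+/-* MBs lie at background, so the array folds are fitted values and not exact. With 1 tumor left out, whichever it is, they still depend on the floor. A fold nearer to the paper's value or further from it therefore decides nothing. The figure gives qRT-PCR values, a different assay that does not share the background of the arrays, and whether this accounts for the gap was not tested.
The paper names *Esm1*, *Plvap* and *Emcn* as higher in *Ndp KO;Ptch+/-* MBs on the arrays and adds *Pecam1* and *Angpt2* by qRT-PCR. *Esm1* and *Emcn* passed here. *Plvap* (adjusted p = 0.0992) passed with dim probes left out (0.0463), with an intensity trend (0.0353), without *Ndp KO;Ptch+/-* replicate 1 (0.00220) and without probes under background (0.0260), over a range of 0.00220 to 0.313. *Emcn* passed in 5 of 13 settings. *Angpt2* (adjusted p = 0.188, range 0.0979 to 0.385) and *Pecam1* (adjusted p = 0.607, range 0.438 to 0.849) passed in none of 13 settings, although every *Ndp KO;Ptch+/-* MB had more *Angpt2* than every *Ptch+/-* MB (exact permutation test, p = 0.0286).
The paper describes similar patterns of Hh target genes on tumor sections. On the arrays *Gli1* and *Mycn* lay at background, *Ptch1*, *Ccnd1* and *Sfrp1* did not pass, and *Gli3*, *Ccnd2* and *Smo* did. The hedgehog list was lower with a preset correlation (adjusted p = 0.0103) and not with an estimated one (0.282).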

Other observations

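All tests of explanations below were chosen after the result was seen, except the one on microglial identity genes.
*Ndp*, *Fzd4* and *Lrp5* lay at background on all 12 arrays. *Tspan12*, the co-receptor of Norrin, had a log2 fold change of 0.12 (limma adjusted p = 0.625) from GNPs to *Ptch+/-* MBs and 0.40 (adjusted p = 0.239) between the tumor genotypes, and *Lrp6*, a Wnt co-receptor, 0.65 (adjusted p = 0.220) from GNPs to *Ptch+/-* MBs. Between the tumor genotypes *Tspan12* passed, as higher, without *Ndp KO;Ptch+/-* replicate 4 (limma adjusted p = 0.0278), the lowest of its group.
Other lists gave the following between the tumor genotypes. Of 25 genes of microglia and macrophages, 2 were lower in *Ndp KO;Ptch+/-* MBs (*Cd52*, −2.85, and the lectin *Lgals3*, −1.96) and none was higher, with 3 lower when adjusted over the list alone and a median of −0.47 (camera adjusted p = 6.67e-06, or 0.280 with an estimated correlation). Of 22 genes of MHC class I and the interferon response, *Ifitm3* (−1.68) and *Gbp2* (−2.02, passed in 1 of 8 fits with 1 tumor left out), both induced by interferon, were lower and none was higher, with 8 lower when adjusted over the list alone and a median of −0.57 (camera adjusted p = 2.52e-07, or 0.195 with an estimated correlation). Of 19 genes of hypoxia and glycolysis, *Pgk1* (0.66, a glycolytic kinase, not on its second probe, and in 1 of 8 fits with 1 tumor left out) and *Ldha* (0.58, lactate dehydrogenase, in 3 of 8) were higher and none was lower, with 7 higher when adjusted over the list alone and a median of 0.48 (camera adjusted p = 0.00107, or 0.195 with an estimated correlation). None of the 14 genes of the choroid plexus passed in limma (1 lower at an unadjusted p under 0.05, 0 when adjusted over the list alone), although camera found the list lower (camera adjusted p = 0.00893, or 0.478 with an estimated correlation; median −0.57, or −0.20 with 6 genes at their bound). *Ttr* in that list was at 11.42 ± 4.95 in *Ptch+/-* and 6.20 ± 3.38 in *Ndp KO;Ptch+/-* MBs, a log2 fold change of −5.22 (adjusted p = 0.402). Over 13 other settings this value was −7.64 to −4.09.
No gene passed in limma in the remaining lists. Lymphocytes and neutrophils had 17 measured genes (2 lower at an unadjusted p under 0.05, 0 when adjusted over the list alone) and a median of −1.43 over 2, or −1.11 at their bound (camera adjusted p = 0.166, or 0.356 with an estimated correlation). Red blood cells had 8 (3 higher and 1 lower unadjusted, 0 when adjusted over the list alone). Among them *Hba-a1* was at 2.80 (adjusted p = 0.270), and at 2.02 to 3.52 over 13 other settings. Their median was 2.80 over 3 (camera adjusted p = 0.0935, or 0.367 with an estimated correlation). This list passed, as higher, in 3 of 14 settings, with the tumors alone, the replicate block and without *Ptch+/-* replicate 3 (lowest adjusted p = 0.0252), and without probes under background. Ribosomal proteins had 17 (2 higher and 1 lower unadjusted, 0 when adjusted over the list alone), a median of −0.01 and a camera test that leaned upward (camera adjusted p = 0.955, or 0.968 with an estimated correlation). Sex-linked genes numbered 4 (1 higher unadjusted, 0 when adjusted over the list alone), with a median of 0.91 over 2 (camera adjusted p = 0.0684, or 0.287 with an estimated correlation), and passed, as higher, without *Ptch+/-* replicate 2 (adjusted p = 0.0360).
Of genes of MHC class II 3 of 11, and of the acute phase 9 of 22, were lower in *Ndp KO;Ptch+/-* MBs, and neither list passed camera with an estimated correlation (adjusted p = 0.195 and 0.190). A general fall in microglia and macrophages as the whole cause is argued against by the microglial identity genes. Their median was −0.39 (−0.58 to −0.20, a spread across genes and not a confidence interval), far from the −2.18 of the pattern. The pattern pools genes of MHC class II and of the acute phase. Single identity genes ran from −0.83 (*C1qa*) to 0.07 (*P2ry12*, near background). Markers of the whole population cannot test the loss of a subset of these cells, which stays open. A single *Ptch+/-* tumor with high levels is argued against as well, since the median was still −1.83 without the tumor of largest effect. The median lay below 0 in 16 of 16 pairs of tumors (−2.83 to −0.47), but the lists drew on heatmap labels of these same tumors, so this lends no support to an effect of genotype, which stays open. By the sample records strain background is confounded with genotype and stays open, as do strain variants under the probes of the H2 genes and the activation state of the cells.
Of 29 endothelial markers 5 were higher in *Ndp KO;Ptch+/-* MBs and 1 was lower, of 23 genes of the blood-brain barrier 4 were lower, and the endothelial list did not pass camera with an estimated correlation (adjusted p = 0.197). *Esm1*, *Plvap*, *Emcn* and *Mmrn2* include 0 genes on the X chromosome, which argues against a haplotype carried with the *Ndp* allele acting on these genes directly. A larger share of endothelial cells in the *Ndp KO;Ptch+/-* MBs cannot be told apart from a change within these cells by the 19 general endothelial markers. Their median was 0.72 (0.46 to 0.98, a spread across genes and not a confidence interval). This range reaches the bound of 0.975, or 0.5 times the change of *Emcn*.
Near *Ndp* on the X chromosome, 5 of 54 genes within 10 Mb changed (9.26%), against 385 of 11605 others (3.32%), an odds ratio of 2.97 (95% confidence interval 0.919 to 7.48, Fisher's exact test, p = 0.0338). They are *Timp1*, *Slc38a5*, the methyltransferase *Ftsj1* (0.69), the sulfotransferase *Chst7* (1.61) and the lipogenic regulator *Mid1ip1* (−0.81, passed in 2 of 8 fits with 1 tumor left out), the last 3 chosen after their values were seen. The sex of the tumor-bearing mouse is argued against, since these genes kept a median of 101% of their log2 fold change (98.9% to 108%) without *Ptch+/-* replicate 1, the tumor with little *Eif2s3y*. A strain haplotype around the *Ndp* allele is a candidate explanation for them, but the confidence interval includes 1, and it stays open. *Nnt*, which C57BL/6J mice lack in part, had a signal of 4.26 in *Ndp KO;Ptch+/-* MBs, 4.63 in *Ptch+/-* MBs and 4.22 in GNPs.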
